# Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis

**DOI:** 10.1186/s12974-017-0834-5

**Published:** 2017-03-16

**Authors:** Marta Pulido-Salgado, Jose M. Vidal-Taboada, Gerardo Garcia Diaz-Barriga, Joan Serratosa, Tony Valente, Paola Castillo, Jonathan Matalonga, Marco Straccia, Josep M. Canals, Annabel Valledor, Carme Solà, Josep Saura

**Keywords:** Transcription factor, Neuroinflammation, Lipopolysaccharide, Interferon γ, RNA sequencing

## Abstract

**Background:**

CCAAT/enhancer binding protein β (C/EBPβ) is a transcription factor that regulates the expression of important pro-inflammatory genes in microglia. Mice deficient for C/EBPβ show protection against excitotoxic and ischemic CNS damage, but the involvement in this neuroprotective effect of the various C/EBPβ-expressing cell types is not solved. Since C/EBPβ-deficient microglia show attenuated neurotoxicity in culture, we hypothesized that specific C/EBPβ deficiency in microglia could be neuroprotective in vivo. In this study, we have tested this hypothesis by generating mice with myeloid C/EBPβ deficiency.

**Methods:**

Mice with myeloid C/EBPβ deficiency were generated by crossing LysMCre and C/EBPβ^fl/fl^ mice. Primary microglial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with lipopolysaccharide ± interferon γ (IFNγ) for 6 h, and gene expression was analyzed by RNA sequencing. Gene expression and C/EBPβ deletion were analyzed in vivo in microglia isolated from the brains of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice treated systemically with lipolysaccharide or vehicle. Mice of LysMCre-C/EBPβ^fl/fl^ or control genotypes were subjected to experimental autoimmune encephalitis and analyzed for clinical signs for 52 days. One- or two-way ANOVA or Kruskal–Wallis with their appropriate post hoc tests were used.

**Results:**

LysMCre-C/EBPβ^fl/fl^ mice showed an efficiency of C/EBPβ deletion in microglia of 100 and 90% in vitro and in vivo, respectively. These mice were devoid of female infertility, perinatal mortality and reduced lifespan that are associated to full C/EBPβ deficiency. Transcriptomic analysis of C/EBPβ-deficient primary microglia revealed C/EBPβ-dependent expression of 1068 genes, significantly enriched in inflammatory and innate immune responses GO terms. In vivo, microglial expression of the pro-inflammatory genes Cybb, Ptges, Il23a, Tnf and Csf3 induced by systemic lipopolysaccharide injection was also blunted by C/EBPβ deletion. CNS expression of C/EBPβ was upregulated in experimental autoimmune encephalitis and in multiple sclerosis samples. Finally, LysMCre-C/EBPβ^fl/fl^ mice showed robust attenuation of clinical signs in experimental autoimmune encephalitis.

**Conclusion:**

This study provides new data that support a central role for C/EBPβ in the biology of activated microglia, and it offers proof of concept for the therapeutic potential of microglial C/EBPβ inhibition in multiple sclerosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12974-017-0834-5) contains supplementary material, which is available to authorized users.

## Background

Neuroinflammation is a cellular and molecular response of the CNS to a variety of cues, including pathogens, abnormal protein deposits, toxic metabolites, trauma, autoimmunity or massive cell damage, which has an inflammatory character. Microglia, the innate immune cells of the brain, are the main cell type involved in this response, with astrocytes also playing a prominent role. Chronic and/or exacerbated neuroinflammation is associated with the production of potentially cytotoxic molecules, such as oxygen and nitrogen free radicals, pro-inflammatory cytokines or proteases [1], and this is thought to contribute to neurodegeneration in a growing list of neurological and psychiatric disorders [2].

In neuroinflammation, microglia undergoes massive changes in gene expression that are regulated by a reduced number of transcription factors. There is strong evidence showing that pro-inflammatory gene expression by activated microglia is regulated by the transcription factors NF-κB, AP-1, CREB, STATs, C/EBPβ and C/EBPδ, whereas PPARγ and Nrf2 are two of the most important transcription factors regulating anti-inflammatory programs in microglia [3]. Because of their bottleneck position, transcription factors are potential targets to pharmacologically modulate whole cellular programs such as the neuroinflammatory one in activated microglia.

The present study is focused on the role of C/EBPβ, a transcription factor of the b-zip class, in microglial activation. The C/EBPβ gene codes for a single mRNA which can be translated into three protein isoforms, named Full, LAP and LIP, by use of alternative in-frame translation initiation codons [4]. C/EBPβ levels increase in activated microglia [5] where it regulates the expression of key pro-inflammatory genes [3, 6–8]. In vitro and in vivo data suggest a neuroprotective potential for C/EBPβ inhibition in microglia. Thus, neurotoxicity elicited by activated microglia in neuronal–microglial co-cultures is abolished by the absence of C/EBPβ in microglia [3]. Also, C/EBPβ-deficient mice show reduced neuronal death and neurological deficits caused by ischemic [9] or excitotoxic [7] damage in vivo. Even though these in vivo findings are promising, ubiquitous C/EBPβ inhibition is probably undesirable as a therapeutic strategy because C/EBPβ plays important roles in other cell types, such as adipocytes, hepatocytes or neurons [4], that could be compromised. Our hypothesis is that microglia-targeted C/EBPβ inhibition could be a safe and effective approach to attenuate neuroinflammation-driven neurodegeneration. In order to test this hypothesis, we generated transgenic mice with myeloid-specific C/EBPβ deficiency using a Cre-LoxP system and transcriptomically profiled C/EBPβ-deficient microglia. To explore the effects of C/EBPβ myeloid deficiency in a pathological context, we analyzed the clinical response of these animals to experimental autoimmune encephalomyelitis (EAE), an animal model of multiple sclerosis. The data here presented show that microglial C/EBPβ absence results in remarkable effects on pro-inflammatory gene expression programs and in the amelioration of EAE symptomatic phenotype.

## Methods

### Human samples

Postmortem human temporal cortex samples were supplied by the Neurological Tissue Bank of the Biobanc-Hospital Clínic-IDIBAPS (Barcelona, Spain): healthy controls (*n* = 4; 2 ♀, 2 ♂; age, 66–81 years; postmortem delay, 3.5–23.5 h) and patients with a diagnosis of primary progressive MS (*n* = 5; 2 ♀, 3 ♂; age, 46–68 years; postmortem delay, 3–8 h). Protein was extracted from frozen tissue blocks [10], and it was processed for Western blot analysis as described below.

### Animals

Mice with myeloid C/EBPβ deficiency were generated by crossing transgenic mice expressing Cre-recombinase under the lysozyme M (LysM) promoter (B6.129P2-Lyz2^tm1(cre)Ifo^/J 004781, Jackson Laboratories) with mice carrying a C/EBPβ gene flanked by LoxP sites [11] kindly donated by Prof Esta Sterneck (National Cancer Institute, Frederick, MD). These mice are referred to as LysMCre-C/EBPβ^fl/fl^ in the manuscript. LysMCre, C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ colonies, all on a C57BL/6 background, were intercrossed every three generations to diminish inbreeding. Mouse tail samples were used for genotyping the presence of the Cre transgene and the floxed C/EBPβ alleles. DNA was extracted and purified using KAPA Mouse Genotyping Kit (Kapa Biosystems). One microliter of the supernatant was used for polymerase chain reaction (PCR) amplification with specific primers for the LysMCre (5′-CCCAGAAATGCCAGATTACG-3′ mutant, 5′-CTTGGGCTGCCAGAATTTCTC-3′ common, 5′-TTACAGTCGGCCAGGCTGAC-3′ wild type) as described in the JAX mouse database (The Jackson Laboratory) and the C/EBPβ floxed allele (forward: 5-GAGCCACCGCGTCCTCCAGC-′3′, reverse: 5′-GGTCGGTGCGCGTCATTGCC-3′). PCR products were loaded on 2% agarose gels to check the presence (700 bp) or absence (350 bp) of the LysMCre transgene and the wild-type (240 bp) or floxed (320 bp) C/EBPβ allele. The mice were breed and housed under specific pathogen-free conditions in the animal facilities at the School of Medicine, University of Barcelona.

### Primary microglial cultures

Microglial cells were isolated from primary mixed glial cultures prepared from P1-P3 C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice. The brains were dissected, the meninges removed and the cortices digested with 0.25% trypsin for 30 min at 37 °C. Trypsinization was stopped by adding an equal volume of culture medium (Dulbecco’s modified Eagle’s medium-F-12 nutrient mixture, fetal bovine serum 10%, penicillin 100 U/mL, streptomycin 100 μg/mL and amphotericin B 0.5 μg/mL) with 160 μg/mL deoxyribonuclease I (all from Invitrogen or Sigma) and brought to a single cell suspension by repeated pipetting followed by passage through a 100-μm pore mesh. The solution was pelleted (7 min, 200 g) and resuspended in culture medium. Glial cells were seeded at a density of 3.5 × 10^5^ cells/mL and cultured at 37 °C in humidified 5% CO_2_–95% air. Medium was replaced once a week. Microglial cultures were prepared from DIV19-21 mixed glial cultures by the mild trypsinization method [12] and used 24 h after isolation.

### Ex vivo isolation of adult microglia

Microglial cells were acutely isolated from male adult mouse brains as described [13]. Briefly, mice were deeply anesthetized with isofluorane, perfused transcardially with ice-cold PBS + 10 U/ml heparin and the brains dissected and dissociated by trypsin digestion as described in the “Primary microglial cultures” section. Dissociated cells were then resuspended in 30% Percoll (GE Healthcare) and centrifuged for 10 min at 700*g*. The myelin-containing supernatant was removed, and the pelleted cells were washed twice with ice-cold PBS. Cells were then incubated with 10 μl CD11b Microbeads (Miltenyi Biotec) and 90 μl buffer (PBS supplemented with 0.5% BSA and 2 mM EDTA) for 15 min at 4 °C. After washing, CD11b+ cells were separated in a magnetic field using MS columns (Miltenyi Biotec). The CD11b+ fraction was collected and used for further analyses. The yield was 379.415 ± 79.073 (SD, *n* = 48) microglial cells per brain.

### In vivo systemic lipopolysaccharide (LPS) injection

Systemic LPS injection was used as an in vivo model of acute neuroinflammatory response. Eight-week-old male mice were injected i.p. with 4 mg/kg LPS (055:B5, Sigma-Aldrich; 100 μl per animal) or vehicle (PBS), and microglia was isolated 16 h after LPS injection as described above.

### Experimental autoimmune encephalomyelitis

EAE, an animal model of multiple sclerosis, was used to analyze the effect of microglial C/EBPβ deficiency in an in vivo model of a neurological disorder. LysMCre, C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ 7–8-week-old female mice were used. Under isofluorane anesthesia, the animals were subcutaneously injected at two sites into the flanks with 200 μl of a freshly prepared immunization cocktail containing myelin oligodendrocyte glycoprotein peptide (MOG35-55; Sigma; 100 μg/mouse), complete Freund’s adjuvant (Sigma) and *Mycobacterium tuberculosis* (H37R; Difco; 1 mg/mouse). Control mice received immunization cocktail without MOG35-55. Immediately after immunization and 2 days later, mice were injected i.p. with *Bordetella pertussis* toxin (Sigma, 500 ng/mouse). Mice were weighed and scored daily from day 8 post-immunization in a blind manner according to the following scale: 0, no deficit; 1, tail paralysis; 2, hind limb paresis; 3, incomplete hind limb paralysis; 4, complete hind limb paralysis; and 5, moribund state or death. Wet food was supplied when score 2 was reached and 200 μL of saline was administrated subcutaneously when animals scored 4. For comparison of EAE progression among genotypes, mice were scored until 52 days post-immunization at which point they were sacrificed. For analysis of C/EBPβ messenger RNA (mRNA) and protein expression in EAE, CFA- and MOG35-55-treated wild-type mice were sacrificed at various time-points post-immunization (9, 14, 21 and 28 days). The spinal cords were dissected into cervical, thoracic and lumbar regions, whereas the brains were dissected into hindbrain, midbrain and forebrain. Tissue samples were quickly frozen and stored at −80 °C.

### Immunocytochemistry

Cultured cells were fixed with 4% paraformaldehyde in PBS for 20 min at RT. After permeation with chilled methanol for 7 min and three PBS rinses, cells were incubated overnight at 4 °C with the primary antibody diluted in 7% normal goat serum (Sigma) in PBS containing 0.01% sodium azide. After rinsing in PBS, cells were incubated for 1 h at RT with secondary antibody and DAPI (5 μg/mL). The primary antibodies were monoclonal mouse anti-C/EBPβ (1:500, Abcam, ab-18336), polyclonal rabbit anti-nitric oxide synthase 2 (NOS2) (1:400, BD Transduction Laboratories, 610333), polyclonal rabbit anti-GFAP (1:1000, DakoCytomation, Z0334), polyclonal rabbit anti-Iba1 (1:1000, Wako, 019-19741) and monoclonal rat anti-CD11b (1:300, Serotec, MCA711G, clone 5C6). The secondary antibodies were goat anti-mouse Alexa 546 (1:1000, Molecular Probes, A-11018), Alexa 488 (1:1000, Molecular Probes, A11017), goat anti-rabbit, Alexa 488 (1:1000, Molecular Probes, A-11070) and goat anti-rat Alexa 546 (1:1000, Molecular Probes, A11081). Microscopy images were obtained with an Olympus IX70 microscope and a digital camera (CC-12, Soft Imaging System GmbH).

### Cytospin

25.000 microglial cells from one adult mouse brain isolated as described in the “Ex vivo isolation of adult microglia” section were centrifuged for 5 min at 1000 rpm at RT using Shandon Cytospin 4 (Thermo Scientific) and collected in gelatinized slides. Cells were then fixed with 4% paraformaldehyde in PBS for 20 min at RT and washed three times in PBS. After blocking for 30 min at RT with PBS containing 1% BSA, 0.03% Triton and 10% normal donkey serum (Gibco), cells were incubated overnight at 4 °C with primary antibodies diluted in blocking solution. After washing in PBS, slides were incubated for 1 h at RT with secondary antibodies and DAPI (5 μg/mL) diluted in blocking solution. The primary antibodies were monoclonal mouse anti-C/EBPβ (1:1111, AbCam, ab-18336) and monoclonal rat anti-CD68 (1:1000, Serotec, MCA1957). The secondary antibodies were donkey anti-mouse Alexa 546 (1:1000, Molecular Probes, A21203) and goat anti-rat Alexa 488 (1:1000, Molecular Probes, A21208). Microscopy images were taken with a Nikon Eclipse E 1000 microscope and a digital camera Olympus DP72.

### Histology

C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ 10-week-old female mice were deeply anesthetized with isofluorane and perfused transcardially with ice-cold 4% paraformaldehyde in PBS. The brain, lung, heart, mammary gland, spleen, liver, lung, kidney, femur bone and lumbar vertebrae were carefully dissected. Initial examination of macroscopic appearance of the organs was performed by reporting any gross anormality. Tissue specimens were formalin-fixed, paraffin-embedded using routine procedures and then cut into 5-μm semi-serial sections. Every fifth slide was stained with haematoxylin and eosin and examined under light microscope.

### NO determination

Primary microglial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with LPS (100 ng/mL) with or without IFNγ (0.1, 1, 10 or 30 ng/mL) for 48 h. NO production was assessed by detecting accumulation of nitrites in the conditioned medium by the Griess colorimetric assay, as described [12].

### Isolation of total proteins and Western blot

Total microglial proteins were isolated by lysing pelleted cells from one 75 cm^2^ flask of primary microglial cultures per treatment condition (LPS 100 ng/mL with or without IFNγ 1 ng/mL for 24 h) and CD11b+ cells isolated from one adult brain as described in the “Ex vivo isolation of adult microglia” section with 50 μL of RIPA buffer (containing Igepal CA-630 (10 μL/mL), sodium deoxycholate (5 mg/mL), SDS (1 mg/mL) and protease inhibitor cocktail Complete®, in PBS. Protein amount was determined by the Bradford assay, and protein samples (20 μg) were denatured (5 min 95 °C), resolved by SDS-PAGE on 12% gels and transferred to a PDVF membrane. Membranes were incubated overnight at 4 °C with primary anti-C/EBPβ antibodies of mouse origin (Abcam, ab18336; for primary cultured microglia proteins) or rabbit origin (Abcam, ab32358; for acutely isolated adult microglia proteins) diluted in both cases 1:500 in immunoblot buffer (Tris-buffered saline (TBS) containing 0.05% Tween-20 and 5% nonfat dry milk). Following three TBS-0.05% Tween-20 rinses, HRP-labelled anti-mouse (1:2000, Santa Cruz, sc-2055) and anti-rabbit (1:15000, GE Healthcare, NA934) secondary antibodies were incubated for 45 min at RT. To label the loading control protein, monoclonal mouse anti-β-actin-peroxidase (1/40000, Sigma, A3854) was incubated for 20 min at RT. Proteins were visualized with WesternBright™ Quantum-ECL (Advansta) and membranes exposed to Agfa Curix RP2 Plus films. Data are expressed as the ratio between the intensity of the C/EBPβ band and the loading control protein band (β-actin). For Western blot with EAE and human postmortem samples, the same protocol was used with the exception that the primary antibody was co-incubated with an enhancer solution (SignalBoost™Immunoreaction Enhancer Kit, Merck).

### Total RNA extraction and qRT-PCR

Isolation of total RNA from microglial cell cultures was performed by lysing pelleted cells from one 75 cm^2^ flask per treatment condition (LPS 100 ng/mL with or without IFNγ 1 ng/mL for 6 h) with 1 mL of TriReagent (Sigma) and 100 μl of 1-bromo-3-chloropropane (BCP, Sigma). The aqueous phase containing total RNA was recovered after centrifugation for 15 min at 12.000*g* at 4 °C, mixed with an equal volume of ice-cold 70% ethanol and loaded onto a PureLink™ Micro Kit column (Invitrogen). Total RNA was then purified following manufacturer’s instructions. Isolation of total RNA from adult microglial cells was carried on after pelleting CD11b+ cells isolated from one adult brain as described in the “Ex vivo isolation of adult microglia” section, using PureLink™ Micro Kit (Invitrogen) following manufacturer’s instructions. Isolation of total RNA from spinal cord (cervical, thoracic and lumbar) and brain (mesencephalon plus diencephalon, rhombencephalon and telencephalon) samples of EAE mice was performed using Trizol method (Tri®Reagent, Sigma-Aldrich). Total RNA was quantified spectrophotometrically with Nano Drop ND-1000 (Thermo Scientific). Reverse transcription reactions were carried out from 300 ng (cultured cells) or 1 μg (tissue) of total RNA with random primers using Transcriptor Reverse Transcriptase (Roche). Complementary DNA (cDNA) was diluted 1/30, and 3 μl were used to perform qRT-PCR with qPCRBIO Sygreen Mix Lo-ROX (PCB-P20.11-50, Vitro) in 15 μl of final volume reaction using CFX96 Thermal Cycler equipment (Bio-Rad). Measurements were performed in duplicates. Primers, shown in Table 1, were used at final concentration of 300 nM. Samples were run for 45 cycles (95 °C for 30 s, 60 °C or 62 °C for 1 min and 72 °C for 30 s). Amplification specificity was confirmed by the analysis of melting curves, and relative gene expression values were calculated using Bio-Rad CFX Managing software (Bio-Rad) with the comparative Ct or ΔΔCt method.

**Table 1:** Primers used in this study

Gene	Forward	Reverse
Cebpb	AAG CTG AGC GAC GAG TAC AAG A	TCA GCT CCA GCA CCT TGT G
Il23a	TGT GCC CCG TAT CCA GTG TG	AAA AGC CAG ACC TTG GCG GA
Cybb	ACT CCT TGG GTC AGC ACT GGC	GCA ACA CGC ACT GGA ACC CCT
Tnfα	TGA TCC GCG ACG TGG AA	ACC GCC TGG AGT TCT GGA A
Ptges	AGG CCA GAT GAG GCT GCG GA	AGC GAA GGC GTG GGT TCA GC
Csf3	AGA GCT GCA GCC CAG ATC ACC	AGC TGC AGG GCC ATT AGC TTC A
Rn18s	GTA ACC CGT TGA ACC CCA TT	CCA TCC AAT CGG TAG TAG CG
Hprt1	ATC ATT ATG CCG AGG ATT TGG	GCA AAG AAC TTA TAG CCC CC
Sdha	TGG GGA GTG CCG TGG TGT CA	CAT GGC TGT GCC GTC CCC TG

### Viability

Microglial cell cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with LPS 1 μg/mL with or without IFNγ 1 or 30 ng/mL. Cells were fixed (0, 3, 5 or 7 days post-treatment) and probed as described in the “Immunocytochemistry” section. DAPI and Iba1-positive cells were manually counted using ImageJ software. In every experiment (*n* = 3), three wells per condition and three fields per well were analyzed. Results are represented as percentage of live cells on day 0.

### Phagocytosis

The *Salmonella enterica serovar Typhimurium* (*S. typhimurium*) SV5015 strain, a His+ derivative of the SL1344 strain (mouse-virulent) [14], was transformed with the pBR.RFP.1 plasmid [15] to render red autofluorescent bacterial cells. To test microglia phagocytic capacity, first, microglial cell cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with LPS 100 ng/mL with or without IFNγ 1 ng/mL in antibiotic-free culture medium. Twenty-four hours after treatment, microglia were infected with *S. typhimurium* for 30 min at multiplicity of infection of 5, defined as the ratio of bacteria per cultured cell. Non-ingested bacilli were eliminated by washing three times with PBS. Cells to assess phagocytic activity were then fixed as described in the “Immunocytochemistry” section, whereas to study resolution of infection, microglial cells were further incubated for 1 h in medium containing 100 μM gentamicin (Sigma-Aldrich) to kill extracellular bacteria and then switched to medium with a lower dose of gentamicin (10 μM) for 3 h before fixation. Cells were immunostained for Iba1 as described in the “Immunocytochemistry” section. Intracellular autofluorescent bacteria were manually counted using the ImageJ software along with DAPI and Iba1-positive cells. In every experiment (*n* = 3), two wells for each condition and three fields per well were analyzed. Results are represented as percentage of infected microglial cells and number of bacteria phagocytosed at 0.5 and 4 h post *Salmonella* infection.

### RNA sequencing (RNAseq)

Total RNA from primary microglia was isolated as described in the “Total RNA extraction and qRT-PCR” section. Total RNA integrity and quality were assessed with the Bioanalyzer 2100 system (Agilent). Library preparation and ultrasequencing were performed following Illumina’s (San Diego, CA) protocols. First, transfer RNA (tRNA) and ribosomal RNA (rRNA) were removed from 1 μg of total RNA using TruSeq Stranded Total RNA Sample Prep Kits (Illumina). Then, the RNA pool (mRNA + miRNA + lncRNA + other RNAs) was fragmented into pieces of approximately 200 bp using divalent cations under elevated temperature. The cleaved RNA fragments were reverse-transcribed into first-strand cDNA using reverse transcriptase and random primers. Next, the second strand was synthesized using DNA polymerase I and RNAse H. These double-stranded cDNA fragments were end-repaired by T4 DNA polymerase and Klenow DNA polymerase, and phosphorylated by T4 polynucleotide kinase. The cDNA products were incubated with Klenow DNA polymerase to generate 39 adenine overhangs, therefore allowing ligation to Illumina indexing adapters to the double-stranded cDNA ends. The adapter-ligated products were purified with Ampure XP magnetic beads (Agencourt Bioscience Corporation, Beverly, MA, USA), and libraries were amplified by 15 cycles of PCR with Phusion DNA polymerase (Finnzymes Reagents, Vantaa, Finland). Constructed libraries were validated and quantified using Bio-Rad’s automated electrophoresis system Experion and qRT-PCR, respectively. Pools of six indexed libraries were mixed (multiplexed) at equimolar ratios to yield a total oligonucleotide mix concentration of 10 nM. Finally, the resulting libraries were sequenced on the Genome Analyzer IIx platform (Illumina) to generate 150 bp single reads. Six pooled indexed libraries were sequenced in each flow cell lane. Raw sequence (FASTQ format) were processed through a series of sequential steps: (1) aggressive adapters removal; (2) alignment/mapping of RNA sequences to the mouse genome reference (Mus_musculus.mm10) using *tophat* software; and (3) sorting and cataloguing of the results by using *Samtools* software [16] in Bam files.

### RNAseq statistic and bioinformatic analyses

Bam files of RNA readings were processed using the Rsubread package [17] in the R environment and aligned to the mm10 version of mouse genome with the function *featureCounts* [18]. Summarized readings by gene were then normalized using *voom* normalization [19] to fit the count matrix into linear modelling with the package *limma* [20]. Normalized whole read counts were used to cluster samples with package *hcluster* using standard hierarchical cluster with average linkage. A linear fit model algorithm was used to obtain differentially expressed genes (DEGs) that complied with *p* < 0.01 and fold change >2. DEGs by comparison were summarized using the *VennDiagram* package. Heatmap visualization and clustering of DEGs was done with Genesis software after expressing gene values in standard deviation and using hierarchical clustering with average linkage by genes and samples. Finally, Genecodis [21] tools were used to obtain Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway terms enrichment using the adjusted *p* value <0.01 after a hypergeometric test. Reads per kilobase per million mapped reads (RPKM) filtered values (sum of RPKM > 2 for each gene) were introduced to the Weighted Correlation Gene Network Analysis (WGCNA) package in R, to perform WGCNA as previously described [22]. Combined samples were surveyed and measured with the pickSoftThreshold function to obtain a correct power β considering the smallest value to give a free-scale topology. Using 9 as the power value, the blockwise function was used with parameters mergeCutHeight = 0.001 and detectCutHeight = 0.995 to obtain 34 modules codenamed by color, containing genes with high co-expression similarity. Module relationship with traits: treatment (Vehicle = 0; LPS = 1; LPS + IFNγ = 2) and genotype (C/EBPβ^fl/fl^ = 0; LysMCre-C/EBPβ^fl/fl^ = 1) was also calculated for each module to obtain a correlation. Gene symbols and normalized values were appended, and heatmap visualization of individual modules was obtained within the WGCNA package in R. Finally the Metacore™ platform was used to obtain the described interactions of proteins among the different modules to produce “external knowledge networks”, while VisAnt software was used with the correlation values in our experiments to produce the specific network of correlation within our data. For the separate analysis of DEGs in each experimental condition, samples of each group (control, LPS, LPS + IFNγ) were used in a separate pipeline, then a linear fit algorithm with Bayesian correction was applied grouping biological replicates of samples and designing a contrast matrix that compared genotypes selecting genes which complied with criteria fold change > 2, adjusted *p* < 0.05 (Benjamini–Hochberg procedure) as sample number was lower and power diminished for these analyses. DEGs in these lists were mostly in agreement with the whole comparison matrix DEGs.

### Statistics

Statistical analyses of RNAseq data are described in the “RNA sequencing (RNAseq)” section. For other parts of the study, statistical analyses were performed using one-way ANOVA followed by Newman–Keuls post hoc test when three or more experimental groups were compared. When the effect of treatment on genotype or the opposite were studied, two-way ANOVA followed by Bonferroni post-test was used. Non-parametric measures (EAE scores) were analyzed with Kruskal–Wallis test and Dunn’s multiple comparison post-test. Values of *p* < 0.05 were considered statistically significant. Results are represented as mean ± standard error of the mean (SEM). Experimental data were analyzed using GraphPad Prism 5.01 software.

## Results

### Characterization of LysMCre-C/EBPβ^fl/fl^ mice and their microglia in primary culture

LysMCre-C/EBPβ^fl/fl^ mice had normal appearance and body weight (Fig. 1a) and showed no obvious behavioral abnormalities when compared to wild type, LysMCre or C/EBPβ^fl/fl^ mice. Their survival rate and fertility were normal in contrast to what has been reported in C/EBPβ knockout mice [23]. Litter size and gender distribution were also normal. Histological evaluation of haematoxylin and eosin stained sections (Fig. 1b) showed normal mammary gland and red and white spleen pulp morphology, again in contrast to reports in mice with ubiquitous C/EBPβ deficiency [23]. No differences between genotypes were observed in all other tissues and organs examined, listed in the online methods section.

**Fig. 1:**
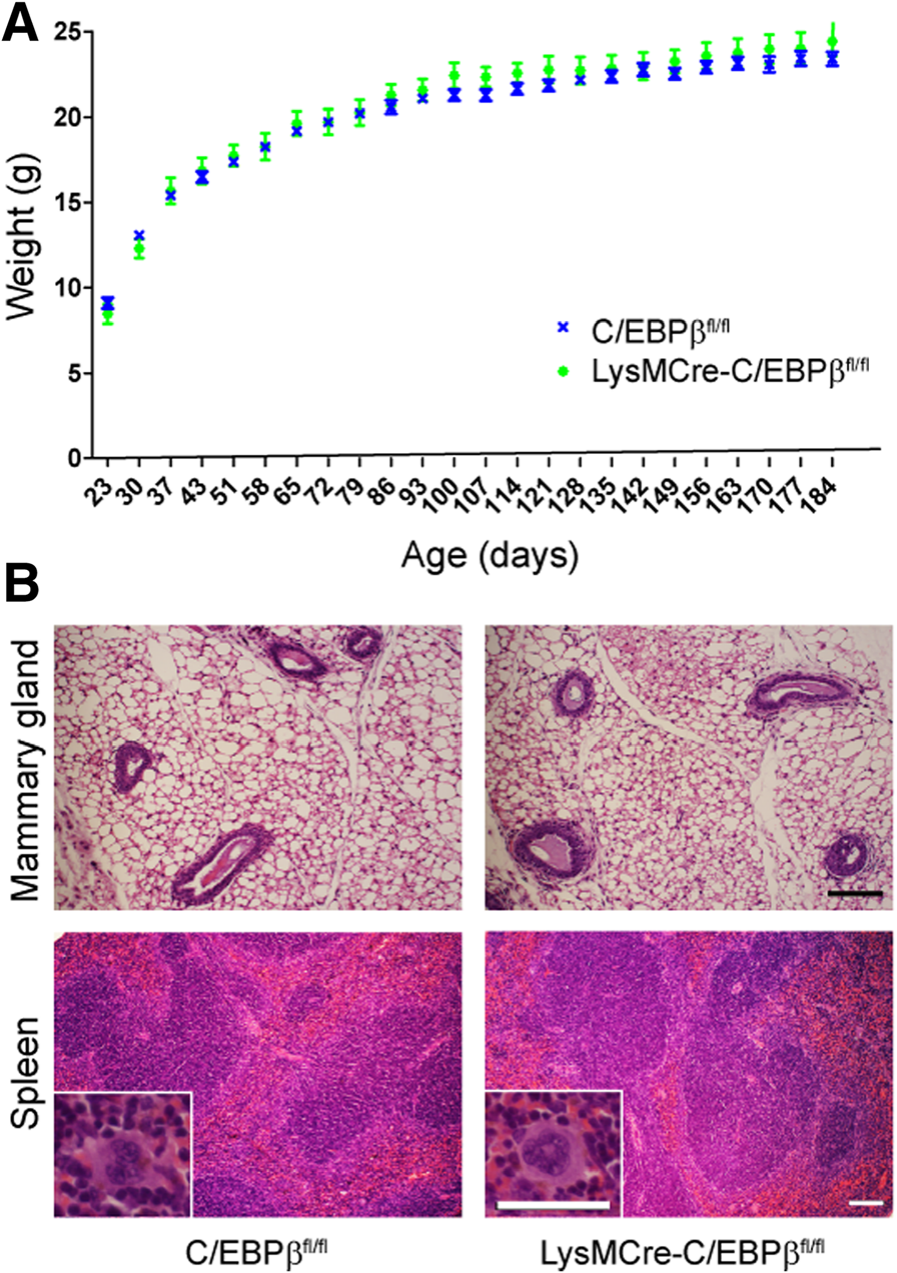
Phenotypic characterization of LysMCre-C/EBPβ^fl/fl^ mice. **a** Body weight curves of female C/EBPβ^fl/fl^ (*n* = 10) and LysMCre-C/EBPβ^fl/fl^ (*n* = 6) mice shown as mean ± SEM. No significant differences in body weight are observed between both genotypes. **b** Representative microscopic images of haematoxylin and eosin staining of the mammary gland and spleen from 10-week-old C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice. Normal ductal development and branching as well as unaltered adipose tissue in mammary gland from both genotypes are noted. Normal morphology of red and white pulps and megakaryocytes (*insets*) are also seen in both genotypes. No histological differences are observed also in the brain, lung, heart, liver, lung, kidney, femur bone and lumbar vertebrae (not shown). *Scale bars* 100 μm (*large images*) and 50 μm (*insets*)

Western blot analysis of proteins from primary microglial cultures showed robust C/EBPβ expression in C/EBPβ^fl/fl^ microglia, and this expression was enhanced by LPS + IFNγ treatment (Fig. 2a). Interestingly, C/EBPβ proteins were not detected in primary microglia from LysMCre-C/EBPβ^fl/fl^ mice, neither in control nor after LPS + IFNγ treatment (Fig. 2a, b). Immunocytochemical C/EBPβ staining confirmed this finding. In control conditions, C/EBPβ was present in most microglial cells in primary cultures from C/EBPβ^fl/fl^ mice, and the number of positive cells and the intensity of the staining was enhanced by LPS + IFNγ treatment (24 h). In contrast, microglia from LysMCre-C/EBPβ^fl/fl^ mice were devoid of C/EBPβ immunostaining, both in control and LPS + IFNγ conditions (Fig. 2c). These findings show that the efficiency of LysMCre-induced recombination of C/EBPβ LoxP sites in primary microglia from LysMCre-C/EBPβ^fl/fl^ mice is near 100%. C/EBPβ immunocytochemistry of mixed glial cultures confirmed the absence of C/EBPβ in LysMCre-C/EBPβ^fl/fl^ microglia, identified by Iba1 immunostaining (Fig. 2e), and showed the presence of normal levels of C/EBPβ immunostaining in astrocytes, identified by GFAP (Fig. 2d), thus supporting the specificity of LysMCre-induced recombination in microglia.

**Fig. 2:**
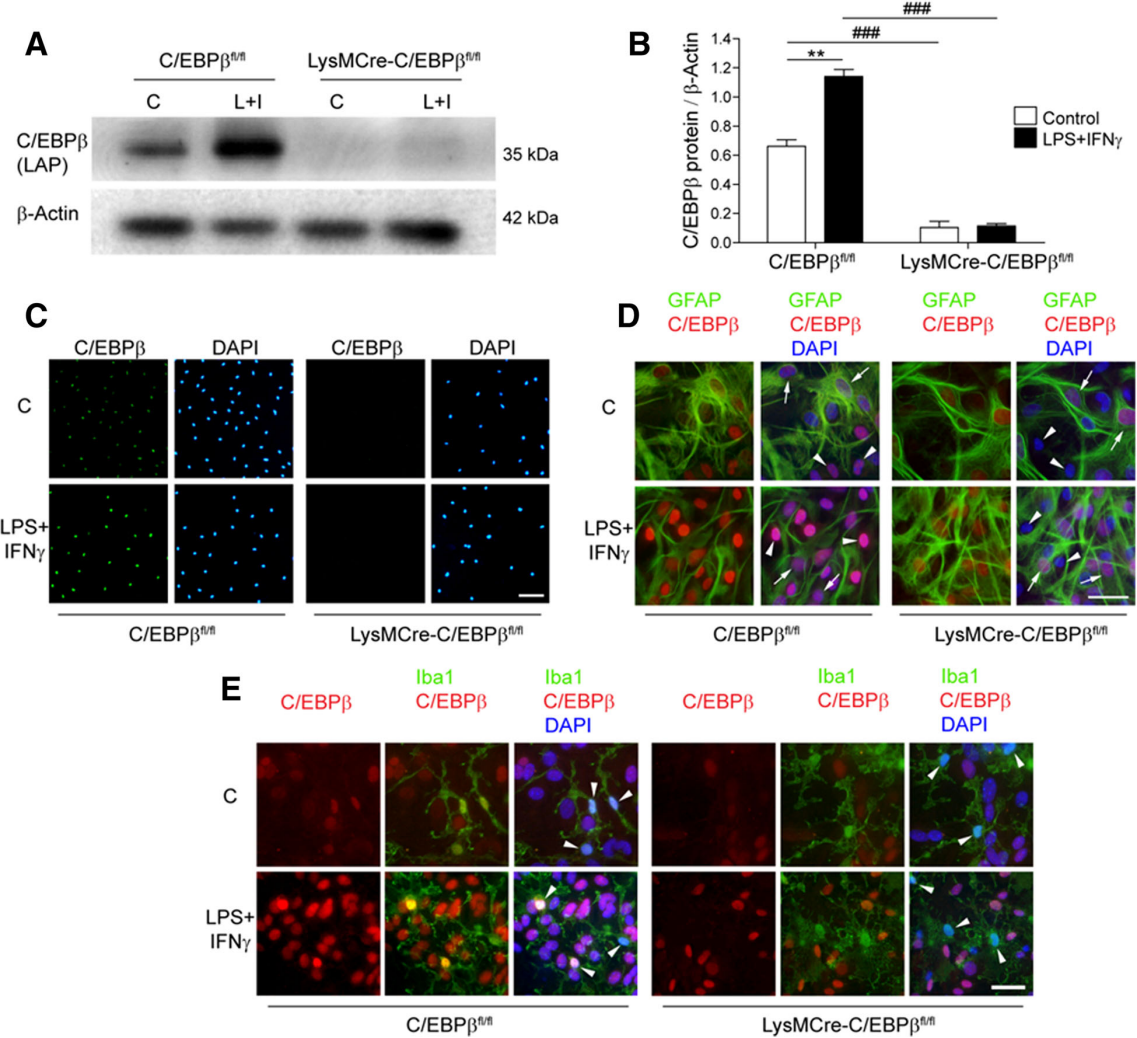
Reduced C/EBPβ protein in LysMCre-C/EBPβ^fl/fl^ microglia in culture. **a** Representative Western blot showing C/EBPβ LAP protein levels in primary microglial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice treated with vehicle (C) or LPS (100 ng/mL) + IFNγ (1 ng/mL) (L + I) for 24 h. Detection of the C/EBPβ isoforms Full and LIP in these samples required longer exposure. **b** Quantification of Western blot signals from four independent experiments as that shown in **a**. C/EBPβ protein levels are normalized using β-actin levels. Data are shown as mean + SEM. Significant effect of treatment is observed in C/EBPβ^fl/fl^ microglia (**p < 0.01), and significant effect of genotype is observed both in vehicle- and LPS + IFNγ-treated microglia (###*p* < 0.001). **c** Primary microglial cultures were treated as in **a**, fixed and C/EBPβ protein was analyzed by immunocytochemistry and nuclei were counterstained with DAPI. Note the nuclear C/EBPβ expression in virtually all microglial cells in C/EBPβ^fl/fl^ cultures which is enhanced by LPS + IFNγ and the complete absence of C/EBPβ immunoreactivity in LysMCre-C/EBPβ^fl/fl^ microglial cells in culture. *Scale bar* 100 μm. **d**, **e** Primary mixed glial cultures containing mainly astrocytes and microglia were treated as in **a**, fixed, immunostained for C/EBPβ (*red*) and the astroglial marker GFAP (*green* in **d**) or microglial marker Iba1 (*green* in **e**) and counterstained with DAPI. In C/EBPβ^fl/fl^ cultures, C/EBPβ immunostaining is observed in both GFAP-positive cells (astrocytes; *arrows*) and Iba1-positive cells (microglia; *arrowheads*), whereas in LysMCre-C/EBPβ^fl/fl^ cultures, C/EBPβ is only observed in astrocytes. *Scale bar* 50 μm

We were next interested in determining whether the absence of C/EBPβ affects microglial function. To this end, we assessed NO production and NOS2 expression, activation-induced cell death (AICD) and phagocytosis of bacterial cells by primary microglial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice. NO production is a key element in pro-inflammatory microglial activation and others, and we showed its regulation by C/EBPβ in microglia [3, 24]. In primary microglial cultures from C/EBPβ^fl/fl^ mice, co-treatment of LPS with IFNγ induced a dose-dependent increase in NO production which was markedly attenuated in LysMCre-C/EBPβ^fl/fl^ microglia (Fig. 3a). We then assessed by immunocytochemistry the expression of NOS2, the NO producing enzyme in activated microglia, in mixed glial cultures from both genotypes in control and LPS + IFNγ conditions. NOS2 was undetectable in control conditions, but it was induced by LPS + IFNγ in C/EBPβ^fl/fl^ glial cultures, and this response was markedly attenuated in LysMCre-C/EBPβ^fl/fl^ cultures (Fig. 3b). CD11b immunostaining revealed the microglial nature of NOS2-expressing cells in activated mixed glial cultures. In this experiment, we could not use Iba1 as microglial marker because both anti-Iba1 and anti-NOS2 antibodies were from a rabbit. These findings provide a first indication of an attenuated pro-inflammatory response in microglia from LysMCre-C/EBPβ^fl/fl^ mice.

**Fig. 3:**
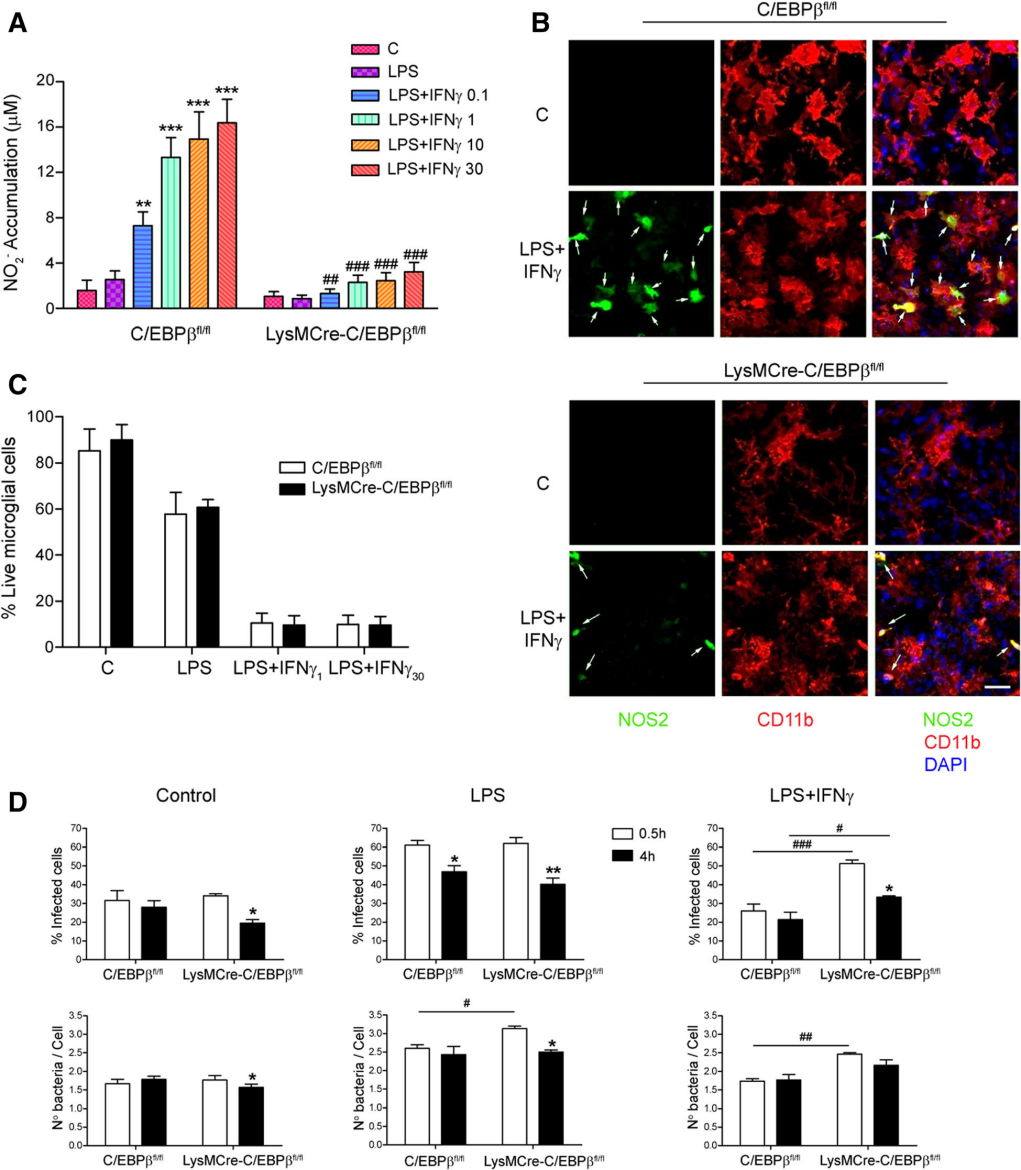
LysMCre-C/EBPβ^fl/fl^ microglial function in culture. **a** Primary microglial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with vehicle (C), LPS (100 ng/mL) ± IFNγ (0.1, 1, 10, 30 ng/mL) for 48 h. NO production was estimated by measuring nitrites in the conditioned medium by the Griess reaction. Data show mean + SEM of six independent experiments. *Asterisks* show the significance of the treatment effect (**p < 0.01; ***p < 0.001 compared with the respective control conditions) and *number sign* shows the significance of the genotype effect (##*p* < 0.01; ###*p* < 0.001 compared with the respective C/EBPβ^fl/fl^ condition). **b** Mixed glial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated for 24 h with vehicle (C) or LPS (100 ng/mL) + IFNγ (1 ng/mL) and processed for immunocytochemistry for NOS2 (*green*), the microglial marker CD11b (*red*) and the nuclear counterstain DAPI (*blue*). LPS-induced NOS2 expression in C/EBPβ^fl/fl^ cultures is markedly attenuated in LysMCre-C/EBPβ^fl/fl^ cultures. NOS2 expression is always microglial as revealed by CD11b colocalization. *Arrows* show NOS2-positive cells. *Scale bar*, 100 μm. **c** Primary glial cultures from C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice were treated with vehicle (C), LPS (100 ng/mL) ± IFNγ (1 and 30 ng/mL). Five days after treatment, Iba1-positive microglial cells were counted as indicated in the “Methods” section. Data represent the percentage of microglial cells on day 0 shown as mean + SEM of three independent experiments. Note the marked AICD effect induced by LPS and particularly by LPS + IFNγ and the absence of differences between the two genotypes. **d** Primary microglial cell cultures from C/EBPβ^fl/fl^ and LysMCre C/EBPβ^fl/fl^ mice were treated with vehicle (C), LPS (100 ng/mL) or LPS + IFNγ (1 ng/mL) for 24 h prior to infection with fluorescent *Salmonella* for 30 min. Microglial cultures were fixed immediately (*white bars*) or 4 h later (*black bars*), and the percentage of infected microglial cells and the number of bacteria phagocytosed were analyzed. Data show mean + SEM of three independent experiments. The *asterisk* shows the significance of the differences between 30 min and 4 h (*p < 0.05; **p < 0.01 compared with the respective 30-min value) and the *number sign* shows the significance of the genotype effect (#*p* < 0.05; ##*p* < 0.01; ###*p* < 0.001 compared with the respective C/EBPβ^fl/fl^ condition)

Overactivation of microglia leads to apoptotic cell death in a process named AICD thought to contribute to maintaining low numbers of activated microglia after brain damage [25]. The role of C/EBPβ in microglial AICD has not been studied, but since C/EBPβ regulates microglial NO production and NO is an important AICD effector in microglia, we hypothesized that AICD could be attenuated in C/EBPβ-deficient microglia. In C/EBPβ^fl/fl^ microglia, LPS induced a clear AICD effect (40% cell death, 5 days) that was markedly potentiated by IFNγ (90% cell death, 5 days) (Fig. 3c). The same effect was observed in LysMCre-C/EBPβ^fl/fl^ microglia thus ruling out a key role for C/EBPβ in microglial AICD. Similar results were obtained 3 and 7 days after treatments (data not shown).

We were finally interested to study the role of C/EBPβ in phagocytosis, one of the major physiological roles of microglia. To this end, control and activated microglia from both genotypes were incubated with autofluorescent *S. typhimurium*, a Gram-negative bacterium. The percentage of infected microglia and the number of bacteria per microglial cell were assessed 30 min and 4 h after addition of bacteria. Data obtained in 30 min indicate phagocytic capacity whereas data in 4 h show the ability of microglia to eliminate phagocytosed bacterial cells. As shown in Fig. 3d, 30 min after bacteria addition, no differences in phagocytosis between both genotypes were observed in untreated microglia. However, after LPS + IFNγ treatment, LysMCre-C/EBPβ^fl/fl^ microglia showed higher number of infected cells and higher intake of bacteria per cell than C/EBPβ^fl/fl^ microglia, whereas after LPS treatment, LysMCre-C/EBPβ^fl/fl^ microglia showed higher number of phagocytosed bacteria per cell. Four hours after bacteria addition, differences between both genotypes were attenuated. Only in LysMCre-C/EBPβ^fl/fl^ microglia treated with LPS + IFNγ there was an increase in the percentage of infected cells, but of lower magnitude than that observed in 30 min. In C/EBPβ^fl/fl^ microglia, the percentage of infected cells and the number of bacteria/cell in 4 h were not decreased when compared with the 30 min values, with only one exception (% infected cells after LPS treatment). In contrast, in LysMCre-C/EBPβ^fl/fl^ microglia, the percentage of infected cells and the number of bacteria/cell in 4 h were decreased vs 30 min (with one exception: bacteria/cell after LPS + IFNγ treatment). These data demonstrate increased phagocytic activity and higher capacity to eliminate phagocytosed bacteria of C/EBPβ-deficient microglia.

### C/EBPβ-deficient cultured microglia show marked changes of gene expression

After demonstrating the widespread deficiency of C/EBPβ in microglia from LysMCre-C/EBPβ^fl/fl^ mice and its functional effects, we assessed the global effects of C/EBPβ deficiency in microglial gene expression by comparing by RNAseq the transcriptomic profiles of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ primary microglial cultures treated with vehicle, LPS or LPS + IFNγ for 6 h.

RNA libraries and sequencing where prepared as described in the “Methods” section. 

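The data are the numbers of RNAseq reads that the authors counted on each gene in 21 samples of primary microglia. Microglia were cultured from C/EBPβ fl/fl mice, in which the C/EBPβ gene (Cebpb) is flanked by LoxP sites, and from LysMCre-C/EBPβ fl/fl mice, which also express Cre recombinase from the lysozyme M gene (Lyz2). There were 4 LysMCre-C/EBPβ fl/fl cultures, numbered 32, 34, 39 and 43, and 3 C/EBPβ fl/fl cultures, numbered 33, 35 and 44. Each culture gave a sample treated with vehicle, a sample treated with 100 ng/mL LPS and a sample treated with 100 ng/mL LPS and 1 ng/mL IFNγ, all for 6 h. After removal of ribosomal and transfer RNA and preparation of stranded libraries, the authors aligned the reads to the mm10 build of the mouse genome and counted them per gene with featureCounts, and the deposited values are these counts without normalization. The total count per sample ranged from 2121802 to 3060981 (median 2631711) in vehicle-treated LysMCre-C/EBPβ fl/fl samples, from 2442537 to 5125789 (median 3927623) with LPS and from 2774423 to 3796285 (median 3114624) with LPS + IFNγ. In C/EBPβ fl/fl samples it ranged from 2551769 to 2838066 (median 2723834) with vehicle, from 2603583 to 4132274 (median 3140067) with LPS and from 2421153 to 3862509 (median 2767730) with LPS + IFNγ. A count of 3, taken as the smallest that can be told from 0, corresponds to between 0.585 and 1.41 CPM (counts scaled to a common library size) at these depths. A gene without a name in the annotation (NCBI gene 100861531) held 14.5% of the counts of culture 33 under LPS + IFNγ, the largest share of any gene in any sample.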

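The tables list the same 16205 genes in every sample by NCBI gene identifier. Of these, 15580 were named from the RefSeq annotation of GRCm38 (mm10), 21 from the paper's Tables S1–S6, and 604 have no name here. The 16162 genes whose CPM summed over the 21 samples exceeded 2 were tested in 1 fit of the 6 group means with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization. The TMM factors were between 1.36 and 1.52 in vehicle-treated samples and between 0.671 and 0.946 in treated samples, so that CPM on total counts and CPM on TMM-normalized library sizes differ between vehicle and treatment. All 27 pairs of samples of the same genotype and treatment differed by more than the sampling noise (chi-square per degree of freedom between 4.50 and 55.0). These pairs are of different cultures, so the check does not bear on samples of the same culture. In the main fit each sample was counted as a separate replicate, although samples of the same culture deviated together (mean correlation across genes 0.357). As a check of the genotypes, Cebpb had between 1 and 26 counts in the 12 LysMCre-C/EBPβ fl/fl samples and between 113 and 328 counts in the 9 C/EBPβ fl/fl samples.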

Unsupervised cluster analysis using normalized counts (RPKM) showed a strong effect of treatments on microglial RNA expression. 

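For the clustering of all samples, CPM on total counts were used in place of RPKM, because the authors' gene lengths were not used here. With 1 added before the logarithm the distances depend on this choice. Euclidean distances of log2(CPM + 1) over all tested genes averaged 183 ± 13.4 (SD, 49 pairs) between vehicle and LPS samples and 186 ± 15.3 (SD, 49 pairs) between vehicle and LPS + IFNγ samples. The distance between LPS and LPS + IFNγ samples was smaller, 106 ± 14.0 (SD, 49 pairs). On total counts the vehicle samples thus lay apart from the treated samples by more than the spread of the distances. Part of this distance can come from the scaling. The median log2 fold change of all tested genes with LPS was −0.86 on total counts (limma-voom) and −0.10 with TMM (edgeR). Distances on TMM-normalized library sizes are not given. When the average-linkage tree was divided into 3 clusters, the first contained the 7 vehicle samples, the second the 4 treated samples of cultures 43 and 44, and the third the remaining 10 treated samples, of which 5 received LPS and 5 LPS + IFNγ. By this division, 7 of the 21 samples were in a cluster in which their treatment was the majority. The count was 21 of 21 when CPM were computed on TMM-normalized library sizes, the alternative that moved it most.

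**Figure D1:**
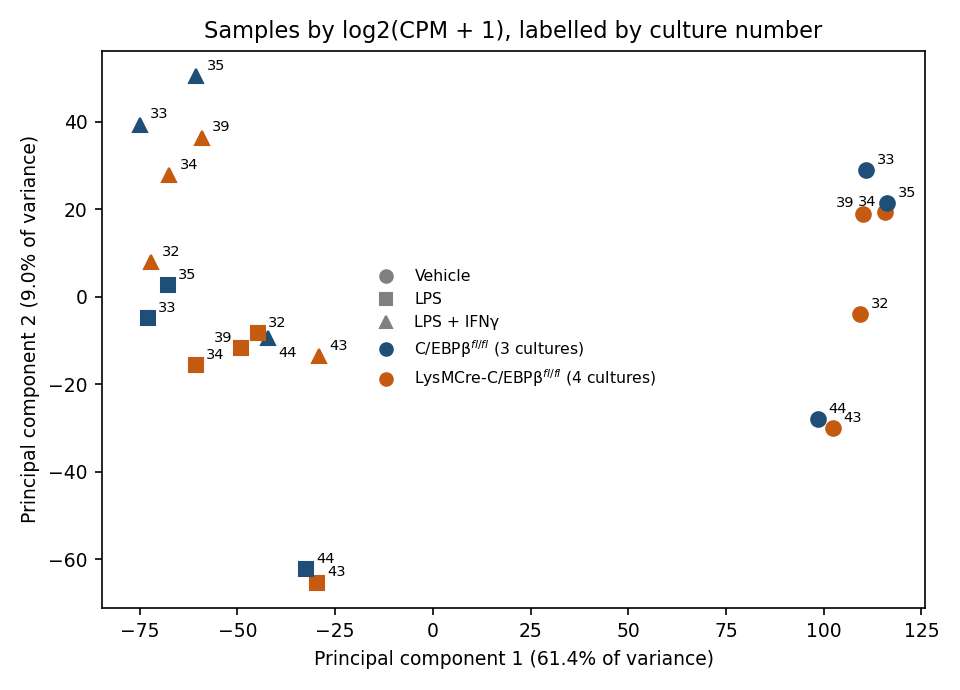
Principal components of log2(CPM + 1) over the tested genes for the 21 samples, with CPM on total counts. Points are coloured by genotype, with the treatment given by the symbol and the culture number beside each point. The x axis is the first component (61.4% of the variance) and the y axis the second (9.03%), and all 7 vehicle samples lie to the right of all treated samples.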

The 21 samples were grouped in three clusters corresponding without exception to microglial cultures treated with vehicle (*n* = 7), LPS (*n* = 7) and LPS + IFNγ (*n* = 7) (Fig. 4a). The clustering analysis also revealed a marked effect of genotype on RNA expression, particularly in activated microglia. Thus, LPS- and LPS + IFNγ-treated samples were subclassified into two clusters corresponding to genotypes C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ microglia (Fig. 4a). This analysis strongly suggests that C/EBPβ plays an important role in the regulation of gene expression in activated microglia. 

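Within each treatment, pairs of samples of the same genotype were compared with pairs of different genotypes on all tested genes. Under LPS, the distance averaged 90.2 ± 14.4 (SD, 9 pairs) within a genotype and 97.0 ± 16.2 (SD, 12 pairs) between genotypes. Under LPS + IFNγ it averaged 82.0 ± 9.59 (SD, 9 pairs) within and 86.3 ± 12.6 (SD, 12 pairs) between genotypes. In both treatments the difference between these means was smaller than the SD of the pairs. That SD is the spread of single pairs and not the error of a mean, so it does not decide whether the genotypes differ in distance. Such distances are governed by the largest sources of variation. Of the first 4 principal components of all 21 samples, the fourth (4.50% of the variance) separated the genotypes among treated samples, with values from −38.1 to −1.19 in LysMCre-C/EBPβ fl/fl and from 10.6 to 46.8 in C/EBPβ fl/fl samples, whereas they overlapped on the first 3 and in vehicle. This component was picked out after seeing the values. Dividing the LPS samples into 2 clusters separated cultures 43 (LysMCre-C/EBPβ fl/fl) and 44 (C/EBPβ fl/fl) from the other 5 cultures, and the LPS + IFNγ samples divided in the same way. As a result, 6 of the 14 treated samples were in a cluster in which their genotype was the majority. With complete linkage the number was 9 of 14, and with CPM on TMM-normalized library sizes it was also 9.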

Afterwards, the validated pipeline for differentially expressed genes (DEGs) detection Rsubread/voom normalization/limma [20] was used selecting genes that complied with fold change >2 and *p* < 0.01 (Benjamini–Hochberg method for multiple comparisons) in pairs of conditions compared. 

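The contrast between genotypes was averaged over the 3 treatments and tested on all samples. With fold change >2 and an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 105 of the 16162 genes tested were differentially expressed, 16 with higher and 89 with lower expression in LysMCre-C/EBPβ fl/fl microglia. At an unadjusted p-value under 0.05 and with no limit on fold change the number was 2326, of which 1294 were higher and 1032 lower. At this level the balance depended on the setting, with 1450 higher and 891 lower in limma-voom and 1143 and 1163 with the RLE size factors. Because each culture contributed a sample to each treatment, the deviations of samples from their group means were compared. Samples of the same culture deviated together (mean correlation across genes 0.357 over 21 pairs). With the culture as a replicate block in limma-voom (correlation within cultures 0.234), 71 genes passed the same thresholds. By ratio, the alternative that moved the count most was to sum the counts of each culture over its 3 treatments and compare the 4 cultures with the 3, after which 1 gene passed.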

Out of 15228 genes with significant RNA expression in microglia, 1068 were affected by C/EBPβ deficiency. 

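Treatment effects were tested as the contrast to vehicle averaged over the genotypes. LPS changed 4684 genes and LPS + IFNγ changed 4643 genes, with fold change >2 and an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 860 genes differed between the treatments. With the culture as a replicate block, which follows from the pairing of the samples by culture (mean correlation of same-culture samples 0.357), these counts were 4912, 4916 and 1077 genes. Limma-voom on total counts without TMM factors moved the counts for LPS and LPS + IFNγ most, to 7037 and 7209 genes. Limma-voom with TMM factors, an alternative chosen after seeing the data, gave 4830 and 4786 genes, so the change came with the scaling rather than the tool. Of the 105 genes that differed by genotype, 50 were also changed by LPS, where 30.4 would be shared by chance (odds ratio 2.24, p = 5.35e-05, two-sided Fisher's exact test on the tested genes). LPS + IFNγ changed 52 of them, where 30.2 would be shared by chance (odds ratio 2.45, p = 6.71e-06, Fisher's exact test). Such p-values take genes as independent, and both lists came from 1 fit of the same samples. The 16162 tested genes also include genes of low expression, which can hardly pass either contrast and can make the overlap exceed chance. A filter by expression (filterByExpr) kept 11822 of them. The overlap thus does not establish an enrichment. Counting the contrast between the treatments too, 64 of the 105 genes were changed by some treatment and 41 by none. With DESeq2, 83 genes were shared with LPS and 86 with LPS + IFNγ. In all, 6003 genes passed in at least 1 of the 4 contrasts.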

As the Venn diagram in Fig. 4b shows, most of these were genes also significantly affected by LPS (717 genes) or LPS + IFNγ (708 genes) and only 201 of C/EBPβ-dependent genes were unaffected by LPS or LPS + IFNγ again indicating a major role for C/EBPβ on gene expression in activated microglia. In addition, we separately analyzed the samples to show the DEG between C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ microglia in each treatment condition (Control, LPS, LPS + IFNγ). In control conditions C/EBPβ absence resulted in more genes being downregulated (44 genes) than upregulated (13 genes); in the LPS condition the opposite was observed (459 upregulated and 339 downregulated); and in the LPS + IFNγ condition the number of upregulated and downregulated genes was similar (197 and 217 genes, respectively) (Additional file 1: Tables S1–S6).

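The genotypes were also compared within each treatment, with fold change >2 and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In vehicle-treated microglia, 3 genes were downregulated in LysMCre-C/EBPβ fl/fl cultures and 0 were upregulated, with 344 genes at an unadjusted p-value under 0.05. In the LPS condition, 52 genes were upregulated and 166 downregulated, and in the LPS + IFNγ condition, 27 were upregulated and 78 downregulated. The 3 vehicle genes were also downregulated in both treatments, and LPS and LPS + IFNγ had 70 genes in common. In the LPS condition, all 4 LysMCre-C/EBPβ fl/fl samples lay on the same side of all 3 C/EBPβ fl/fl samples for 49 of the 52 upregulated and 158 of the 166 downregulated genes. With the culture as a replicate block in limma-voom (mean correlation of same-culture samples 0.357), the counts were 7 downregulated genes in vehicle, 89 upregulated and 162 downregulated genes with LPS, and 25 and 87 genes with LPS + IFNγ. Leaving out 1 culture moved the counts in the treated conditions most. Without culture 33 they were 6 upregulated and 81 downregulated genes with LPS and 3 and 24 genes with LPS + IFNγ, and without culture 44 they were 222 and 391 with LPS and 81 and 164 with LPS + IFNγ. In an edgeR fit chosen after seeing the data, cultures with consecutive numbers (32 and 33, 34 and 35, 43 and 44) were taken as pairs and culture 39 was left out. The counts were then 3 upregulated and 24 downregulated genes in vehicle, 124 and 261 with LPS and 70 and 181 with LPS + IFNγ, although such a pairing of the cultures is not recorded. Whether the effect of the genotype differed from that in vehicle was tested by the interaction of genotype and treatment, with no limit on fold change. This gave 12 genes with an adjusted p-value under 0.05 for LPS (1002 at an unadjusted p-value under 0.05) and 0 for LPS + IFNγ (617 at an unadjusted p-value under 0.05). With the culture as a replicate block the interaction gave 150 and 46 genes.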

**Fig. 4:**
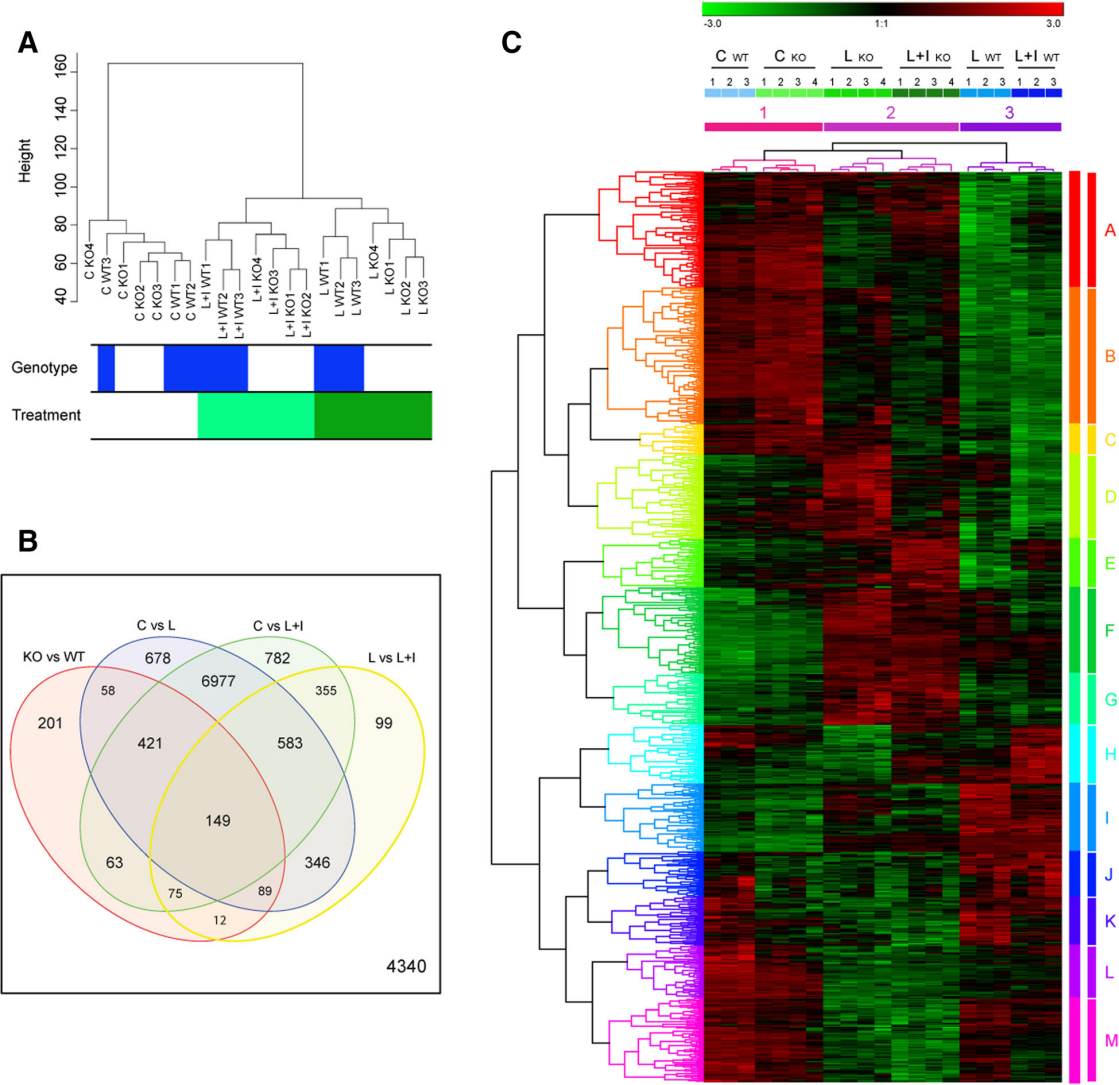
Treatment with LPS ± IFNγ (6 h) evidences differential transcriptomic changes between C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ microglia. **a** Hierarchical clustering of total RNASeq RPKM normalized values separate samples neatly by treatment. Remarkably, C/EBPβ^fl/fl^ and LysMCre C/EBPβ^fl/fl^ groups are mixed in the control condition, but separate into subgroups once any treatment is applied to microglia (Euclidean distance). **b** Linear model fitting of filtered genes (RPKM sum of genes through samples >2) detects 10,888 genes as differentially expressed (DEGs) (lfc > 1, adjusted *p* value <0.01 Benjamini–Hochberg correction). Contrasts between groups are shown on the Venn diagram. More specifically, 1068 genes are detected as DEGs for the C/EBPβ^fl/fl^ vs LysMCre-C/EBPβ^fl/fl^ contrast. **c** Heatmap of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ DEGs (*n* = 1068) with applied hierarchical clustering (average linkage, Euclidean distance). Values are represented as SD from the normalized average for each gene. Sample clustering evidences three main groups; with cluster 1 (*pink*) corresponding to the control condition which contain subclusters separating C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^. Remarkably, clusters 2 (*magenta*) and 3 (*purple*) correspond to C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ conditions and contain subclusters organized by treatment. On the other hand, gene cluster classification (A–M) evidences the combination of patterns of expression among samples. In this figure, WT and KO refer to C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^, respectively

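In the control condition, the Euclidean distance on all tested genes averaged 82.5 ± 11.1 (SD, 9 pairs) between vehicle samples of the same genotype and 80.0 ± 13.1 (SD, 12 pairs) between vehicle samples of different genotypes. The mean between genotypes was thus not the larger one. The difference was smaller than the spread of single pairs, which is not the error of a mean. Division of the 7 vehicle samples into 2 clusters separated cultures 43 and 44, which have different genotypes, from the other 5, so that 3 of the 7 samples were in a cluster in which their genotype was the majority. With complete linkage the number was 2, and it remained 3 with a pseudocount of 0.1, with genes filtered by expression, with the 2000 genes of largest variance and with TMM-normalized library sizes.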

DEGs log2 values of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ comparison (*n* = 1068) were normalized to be expressed in standard deviation values (±3 SD) and represented on a heatmap (Fig. 4c). A hierarchical cluster algorithm for samples and genes revealed two sample clusters: cluster 1 which included untreated samples of both genotypes and treated LysMCre-C/EBPβ^fl/fl^ samples and cluster 2 which included treated C/EBPβ^fl/fl^ samples. This shows that LPS ± IFNγ-treated LysMCre-C/EBPβ^fl/fl^ microglia have an attenuated phenotype with a gene expression profile closer to untreated microglia than to treated C/EBPβ^fl/fl^ microglia. This analysis also shows a neat separation of untreated samples into two clusters corresponding to the two genotypes demonstrating in an unbiased way the altered biology of C/EBPβ-deficient microglia in basal conditions. 

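The 105 genes that differed by genotype in the contrast over all treatments were expressed as SD from the mean of each gene over the 21 samples and clustered with average linkage and Euclidean distance. These genes were selected by the comparison of the genotypes, so a separation by genotype on them does not test the genotype effect. Division of the samples into 2 clusters gave a cluster with the 6 treated C/EBPβ fl/fl samples and a cluster with the other 15 samples, namely the 7 vehicle samples of both genotypes and the 8 treated LysMCre-C/EBPβ fl/fl samples. Division into 3 clusters separated the 7 vehicle samples from the 8 treated LysMCre-C/EBPβ fl/fl samples.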

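The distance of each treated LysMCre-C/EBPβ fl/fl sample to the vehicle samples was compared with its distance to the C/EBPβ fl/fl samples of the same treatment, on the same 105 genes in SD units. The mean distance over the 8 treated LysMCre-C/EBPβ fl/fl samples was 15.7 ± 0.766 (SD) to vehicle samples and 16.5 ± 1.42 (SD) to treated C/EBPβ fl/fl samples. The ratio of the distances averaged 0.958 ± 0.101 (SD) and ranged from 0.841 to 1.14, and 5 of the 8 samples had a ratio under 1. The treatments differed in this. The ratio was 0.875 ± 0.0250 (SD, n = 4 cultures) with LPS, where all 4 samples were under 1, and 1.04 ± 0.0675 (SD, n = 4) with LPS + IFNγ, where it ranged from 0.994 to 1.14 and 1 sample was under 1. With genes selected after leaving out the culture that was measured, the ratio was 1.01 ± 0.125 (SD) over the 8 samples, from 0.855 to 0.990 with LPS and from 1.04 to 1.21 with LPS + IFNγ. Against vehicle samples of the same genotype only it was 0.860, and against vehicle samples of the other genotype it was 1.09. Of the settings tried, the choice of genes moved the ratio most. It was 2.01 ± 0.195 (SD) on all genes changed by LPS or LPS + IFNγ, where each of the 8 samples lay closer to treated C/EBPβ fl/fl samples than to vehicle. These genes were selected for a difference between vehicle and treated samples, so a larger distance to vehicle is expected from the selection. All these ratios used CPM on total counts. TMM-normalized library sizes, which change the scaling between vehicle and treatment, were not tried for the ratio, so its side of 1 may depend on the scaling. Among the 4684 genes changed by LPS, the response was smaller in LysMCre-C/EBPβ fl/fl than in C/EBPβ fl/fl microglia for 2690 genes, with a median ratio of the log2 fold changes of 0.953. Among the 4643 genes changed by LPS + IFNγ it was smaller for 2112 genes, with a median ratio of 1.03. From the grouping of treated LysMCre-C/EBPβ fl/fl samples with untreated samples on the differentially expressed genes, the paper concludes that these microglia have an attenuated phenotype.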

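On the same genotype-selected genes, division of the 7 vehicle samples into 2 clusters gave a cluster with the 4 LysMCre-C/EBPβ fl/fl samples and a cluster with the 3 C/EBPβ fl/fl samples. The number of vehicle samples in a cluster in which their genotype was the majority was 7 of 7. It was also 7 with a pseudocount of 0.1, with complete linkage and with genes filtered by expression. The genes were selected by a contrast that included these vehicle samples, so the separation is not independent of the selection.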

Additionally, a Weighted Correlation Gene Network Analysis (WGCNA) was performed, separating all 15,228 genes into 35 modules. 

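The network analysis was not run here, and the number of genes with decreased expression is given from the treatment contrasts instead. Of the genes changed by LPS with fold change >2 and an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2585 were decreased and 2099 increased. Of those changed by LPS + IFNγ, 2438 were decreased and 2205 increased. With the culture as a replicate block (mean correlation of same-culture samples 0.357), 2732 were decreased and 2180 increased with LPS, and 2592 decreased and 2324 increased with LPS + IFNγ. The median log2 fold change of all tested genes was −0.10 for LPS and −0.12 for LPS + IFNγ. It was −0.86 and −0.89 with limma-voom on total counts without TMM factors, so the balance of decreased and increased genes depends on the scaling of the samples.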

The dendrogram of WGCNA revealed a large grouping of genes corresponding to module “turquoise” which represent genes with decreased expression upon LPS or LPS + IFNγ treatments (Additional file 2: Figure S1A). Complementarily, dendrogram clustering of modules highlighted module “violet” as the closest group of genes correlating with genotype differences (Additional file 2: Figure S1B). 

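Expression of Cebpb and Lyz2 was compared between the genotypes in each treatment. Cebpb (NCBI gene 12608) lies on chromosome 2 of GRCm38 from 167688915 to 167690432, and Lyz2 (NCBI gene 17105), whose promoter drives Cre, lies on chromosome 10 from 117277541 to 117282272. Lyz2 has a close paralog, Lyz1, and the authors' counting could have split reads between them. In vehicle, Cebpb was 2.39 ± 1.5 normalized CPM (SD, n = 4) in LysMCre-C/EBPβ fl/fl and 56.1 ± 22.9 (SD, n = 3) in C/EBPβ fl/fl cultures, a log2 fold change of −4.49 (standard error 0.705, adjusted p = 0.0166, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was −4.41 with LPS (standard error 0.703, adjusted p = 0.00116, same edgeR test) and −3.89 with LPS + IFNγ (standard error 0.690, adjusted p = 0.00661). With each culture left out in turn it stayed between −5.25 and −3.48, and the adjusted p-value was under 0.05 in 4 of 7 fits for vehicle, 7 of 7 for LPS and 5 of 7 for LPS + IFNγ. In normalized CPM, Cebpb was higher than in vehicle in each of the 3 C/EBPβ fl/fl cultures with both treatments, whereas in CPM on total counts it was lower in each, so the direction depends on the scaling. With TMM the log2 fold changes were 0.36 for LPS (adjusted p = 0.698, edgeR without pairing) and 0.33 for LPS + IFNγ (adjusted p = 0.737, edgeR without pairing). A fit with the culture as a replicate block (mean correlation of same-culture samples 0.357) gave 0.37 (adjusted p = 0.436, edgeR) and 0.33 (adjusted p = 0.497, edgeR). Among C/EBPβ fl/fl cultures, culture 44 had the lowest Cebpb in every treatment (31.1, 39.8 and 37.1 normalized CPM with vehicle, LPS and LPS + IFNγ). Lyz2 was 18.9 ± 3.49 normalized CPM (SD, n = 4) in LysMCre-C/EBPβ fl/fl and 4561 ± 811 (SD, n = 3) in C/EBPβ fl/fl cultures in vehicle, with log2 fold changes of −7.91 (adjusted p = 0.000784, edgeR) in vehicle, −9.02 (adjusted p = 4.58e-05) with LPS and −6.14 (adjusted p = 0.00109) with LPS + IFNγ. In culture 34 under LPS + IFNγ, Lyz2 was 202 normalized CPM, above the 4.34 to 12.5 of the other LysMCre-C/EBPβ fl/fl cultures. With each culture left out in turn, the log2 fold change of Lyz2 with LPS + IFNγ ranged from −8.93 to −5.76, so its size is uncertain.

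**Figure D2:**
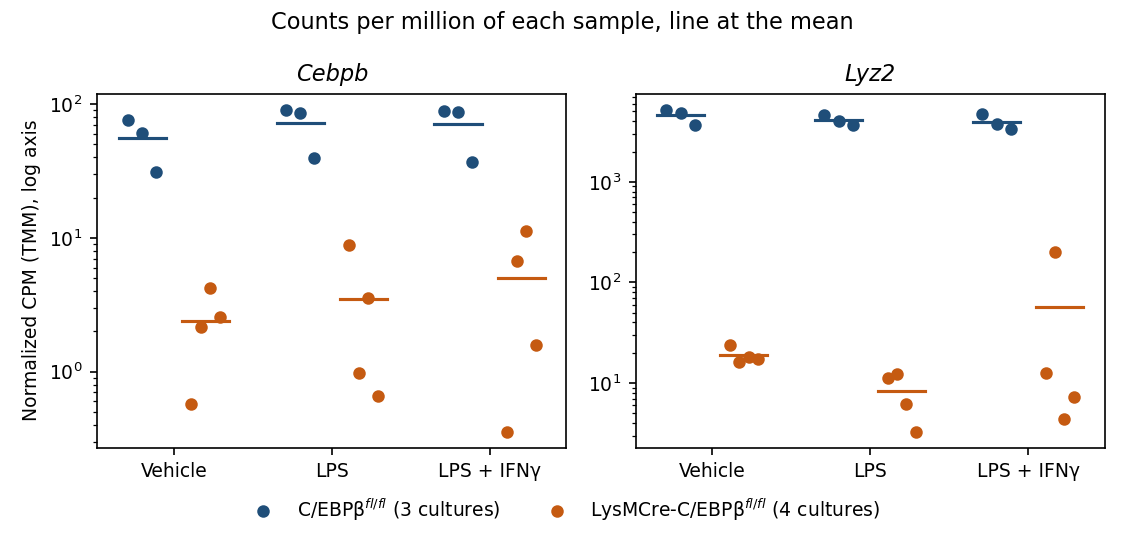
Normalized CPM (log axis) of Cebpb and Lyz2 in each sample by treatment, with a line at the mean of the 3 C/EBPβ fl/fl and the 4 LysMCre-C/EBPβ fl/fl cultures. Every LysMCre-C/EBPβ fl/fl sample lies below every C/EBPβ fl/fl sample for both genes.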

Module violet contained C/EBPβ as expected (Additional file 2: Figure S1C) and additionally a set of genes linked by outer literature databases (Metacore™; Additional file 2: Figure S1D) and within the distance measures of experiment data (Additional file 2: Figure S1E).

Finally, we used the Genecodis platform [21] to obtain DEG enrichment in different annotation databases, specifically for Gene Ontology (GO) terms for Biological Process (Fig. 5a), and for the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Fig. 5b). Notably, various GO categories and KEGG pathways related to inflammatory and innate immune responses were among the most significantly represented (e.g. inflammatory response, GO:0006954; Fig. 5c). 

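The enrichment was not recomputed here. Of the genes drawn in Fig. 5c for the inflammatory response, 31 were found in the count tables, and they were selected by the paper among its differentially expressed genes. With LPS, 23 of the 31 genes had lower and 8 had higher expression in LysMCre-C/EBPβ fl/fl than in C/EBPβ fl/fl microglia, with a median log2 fold change of −0.67. With LPS + IFNγ, 22 were lower and 9 higher. The number lower with LPS was between 22 and 24 with the RLE size factors, DESeq2 and limma-voom. Of the 31 genes, 5 had an adjusted p-value under 0.05 with LPS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all of them lower. Rps6ka4 (NCBI gene 56613, chromosome 19, 6829084 to 6842145) had a log2 fold change of −1.20 (standard error 0.155, adjusted p = 0.000177). For Cd14 (NCBI gene 12475, chromosome 18, 36725064 to 36726815) it was −1.25 (standard error 0.267, adjusted p = 0.0144). The others were Tlr8, Chst1 and Nod2, with adjusted p-values of 0.000286, 0.0281 and 0.0491 (edgeR). With LPS + IFNγ, 3 of the 31 genes, Cd14, Rps6ka4 and Tlr8, had an adjusted p-value under 0.05 and were lower. These numbers were 12 with LPS and 8 with LPS + IFNγ, all lower, in an edgeR fit chosen after seeing the data that takes cultures of consecutive numbers as pairs and leaves out culture 39.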

Interestingly, lysosome and phagosome KEGG pathways were also particularly represented (Fig. 5d–f).

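Of the genes drawn in Fig. 5d for the phagosome pathway, 22 were found in the count tables, and 14 of them had higher and 8 lower expression in LysMCre-C/EBPβ fl/fl microglia with LPS (13 and 9 with the RLE size factors and with DESeq2). The median log2 fold change was 0.14. With LPS + IFNγ the division was also 14 and 8, with a median of 0.30. With LPS, 5 of these genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Msr1 (chromosome 8, 39543232 to 39642750) had a log2 fold change of −1.54 (standard error 0.222, adjusted p = 0.000397), Fcgr2b (chromosome 1, 170960558 to 170976071) of −1.99 (standard error 0.349, adjusted p = 0.00309) and Cd14 was lower as well. The 2 genes with higher expression were Atp6v0a1 and Pikfyve (log2 fold change 0.72, standard error 0.165, adjusted p = 0.0232).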

**Fig. 5:**
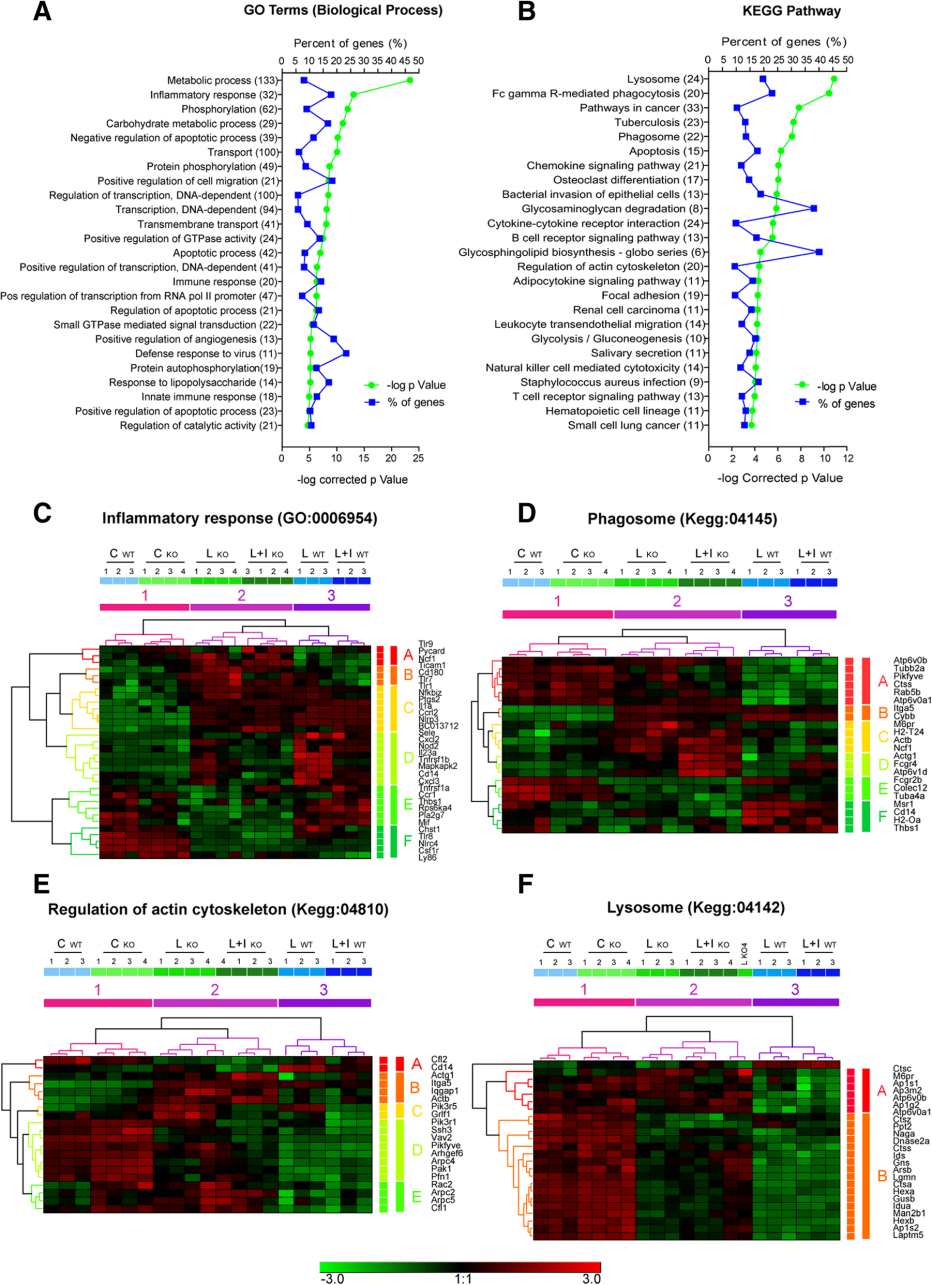
Ontology enrichment analyses reveal biological implication of obtained DEGs with microglial processes. C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ DEGs where fed into the Genecodis platform for ontology enrichment. **a** *p* value and gene percentage annotation graph of the biological process (BP) category from Gene Ontology database (hypergeometric distribution). **b** *p* value and gene percentage annotation graph from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses (hypergeometric distribution). **c**–**e** Heatmap of genes annotated with the enriched categories shown above (hierarchical clustering, average linkage, Euclidean distance, scale in SD over normalized gene expression in log2 values). Note the existence of gene clusters with distinct patterns of gene expression changes, e.g. cluster B in **f** corresponds to lysosome-related genes with reduced expression upon LPS ± IFNγ treatments, in C/EBPβ^fl/fl^ microglia that is attenuated in LysMCre-C/EBPβ^fl/fl^ microglia. In this figure, WT and KO refer to C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^, respectively

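The 24 genes drawn in Fig. 5f for the lysosome pathway were all found in the count tables. With LPS, 14 of them decreased against vehicle in C/EBPβ fl/fl microglia, 9 with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 14 had higher expression in LPS-treated LysMCre-C/EBPβ fl/fl than in LPS-treated C/EBPβ fl/fl microglia. The fall itself was smaller in LysMCre-C/EBPβ fl/fl microglia for 11 of the 14 genes, with a median log2 fold change against vehicle of −0.68 in C/EBPβ fl/fl and −0.61 in LysMCre-C/EBPβ fl/fl microglia. Both comparisons use the LPS-treated C/EBPβ fl/fl samples, so they are not independent, and 21 of the 24 genes were also higher in vehicle-treated LysMCre-C/EBPβ fl/fl samples. With LPS + IFNγ, 16 genes decreased in C/EBPβ fl/fl microglia, and 15 of these were higher in LysMCre-C/EBPβ fl/fl, with medians of −0.45 and −0.28. The number that decreased with LPS in C/EBPβ fl/fl microglia was 14 with the RLE size factors and with DESeq2, and 22 with limma-voom on total counts, under which the median of all tested genes was −0.96 in place of −0.13. Of these 22 genes, 20 were higher in LysMCre-C/EBPβ fl/fl microglia, and both numbers were the same with the culture as a replicate block in limma-voom (mean correlation of same-culture samples 0.357). Among the genotype effects with LPS, Atp6v0a1 (NCBI gene 11975, chromosome 11, 101009422 to 101063719) was higher by 1.09 on the log2 scale (standard error 0.220, adjusted p = 0.00942, edgeR). Ppt2 was lower, with a log2 fold change of −0.86 (standard error 0.208, adjusted p = 0.0362, edgeR).

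**Figure D3:**
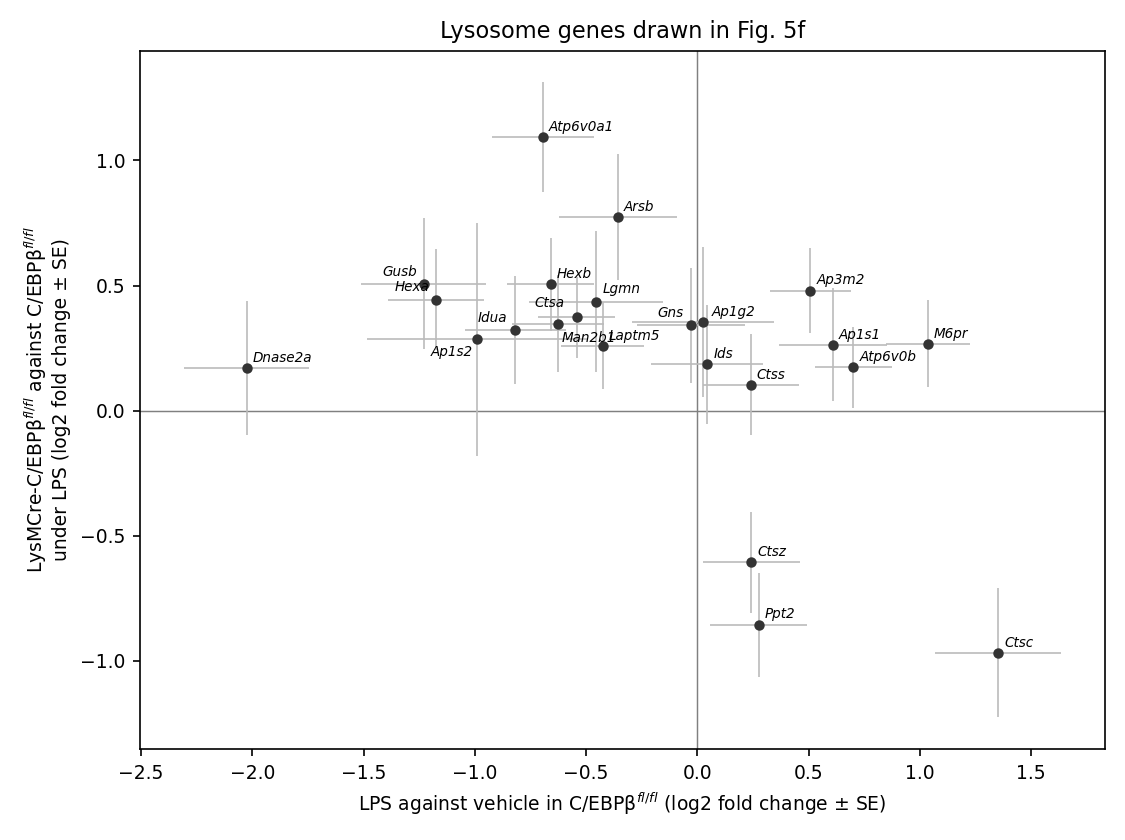
Log2 fold change with LPS against vehicle in C/EBPβ fl/fl microglia (x axis) and of LysMCre-C/EBPβ fl/fl against C/EBPβ fl/fl microglia with LPS (y axis) for 23 of the 24 lysosome genes of Fig. 5f, with bars of 1 standard error. The 13 genes left of 0 on the x axis are all above 0 on the y axis, and 3 genes right of 0 are below it (over all 24 genes, 22 are left of 0 and 20 of these above 0 on the y axis with limma-voom on total counts).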

In summary, this analysis shows the importance of microglial C/EBPβ, since its deletion affects the expression of 1068 genes. It confirms the involvement of C/EBPβ in the regulation of pro-inflammatory programs in activated microglia, but it also reveals a role of C/EBPβ in other programs such as phagocytosis and apoptosis. Interestingly, it reveals for the first time a role for C/EBPβ in non-stimulated microglia.

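In vehicle-treated microglia, the genes past fold change >2 and an adjusted p-value under 0.05 in the unpaired edgeR fit were Cebpb, Lyz2 and Xdh. All had lower expression in LysMCre-C/EBPβ fl/fl cultures. Cebpb is the deleted gene and Lyz2 the gene into which Cre was inserted. Xdh (NCBI gene 22436, chromosome 17 of GRCm38, 73883895 to 73950397) was 32.0 ± 6.35 normalized CPM (SD, n = 4) in LysMCre-C/EBPβ fl/fl and 132 ± 36.3 (SD, n = 3) in C/EBPβ fl/fl cultures, a log2 fold change of −2.04 (standard error 0.254, adjusted p = 0.000784, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each culture left out in turn, the log2 fold change of Xdh stayed between −2.18 and −1.79, and its largest adjusted p-value was 0.0410 (edgeR).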

### Robust C/EBPβ deletion in LysMCre-C/EBPβ^fl/fl^ microglia in vivo and subsequent attenuated pro-inflammatory gene expression

We were next interested to study the consequences of microglial C/EBPβ deletion in vivo. A first step was to estimate the efficiency of LysMCre-induced recombination of C/EBPβ LoxP sites in microglial cells in vivo. To this end, microglia was acutely isolated by immunomagnetic separation from the whole brain of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ adult mice treated systemically with LPS or vehicle for 16 h. At the dose and time frame used, systemic LPS induces a neuroinflammatory response with increased C/EBPβ expression in the CNS [26]. C/EBPβ protein was not detected by Western blot in microglia protein extracts from vehicle-treated mice of both genotypes. Systemic LPS induced the strong expression of C/EBPβ Full and LAP protein isoforms in C/EBPβ^fl/fl^ microglia, and this induction was completely ablated in microglia isolated from LPS-treated LysMCre-C/EBPβ^fl/fl^ mice brains (Fig. 6a, b). These findings were confirmed and extended by immunocytochemistry for C/EBPβ in cytospin microglial preparations. Immunostaining for the microglial markers CD68 (Fig. 6c) and Iba1 (not shown) confirmed the microglial nature of the ex vivo isolated cells. As shown in Fig. 6c, d, C/EBPβ immunoreactivity was not observed in microglia from vehicle-treated mice of both genotypes, whereas it was present in virtually 100% of microglial cells from LPS-treated C/EBPβ^fl/fl^ mice. In these cells, C/EBPβ showed nuclear localization. In contrast, in LPS-treated LysMCre-C/EBPβ^fl/fl^ microglial cytospin preparations, C/EBPβ immunoreactivity was only observed in 11 ± 1% of microglial cells (Fig. 6c, d). These findings demonstrate a robust C/EBPβ deletion in LysMCre-C/EBPβ^fl/fl^ microglial cells not only in vitro, where the efficiency of recombination approaches 100%, but also in vivo where this efficiency approaches 90%. These results support the use of LysMCre-C/EBPβ^fl/fl^ mice as a model to study the functional effects of microglial C/EBPβ in vitro and in vivo.

**Fig. 6:**
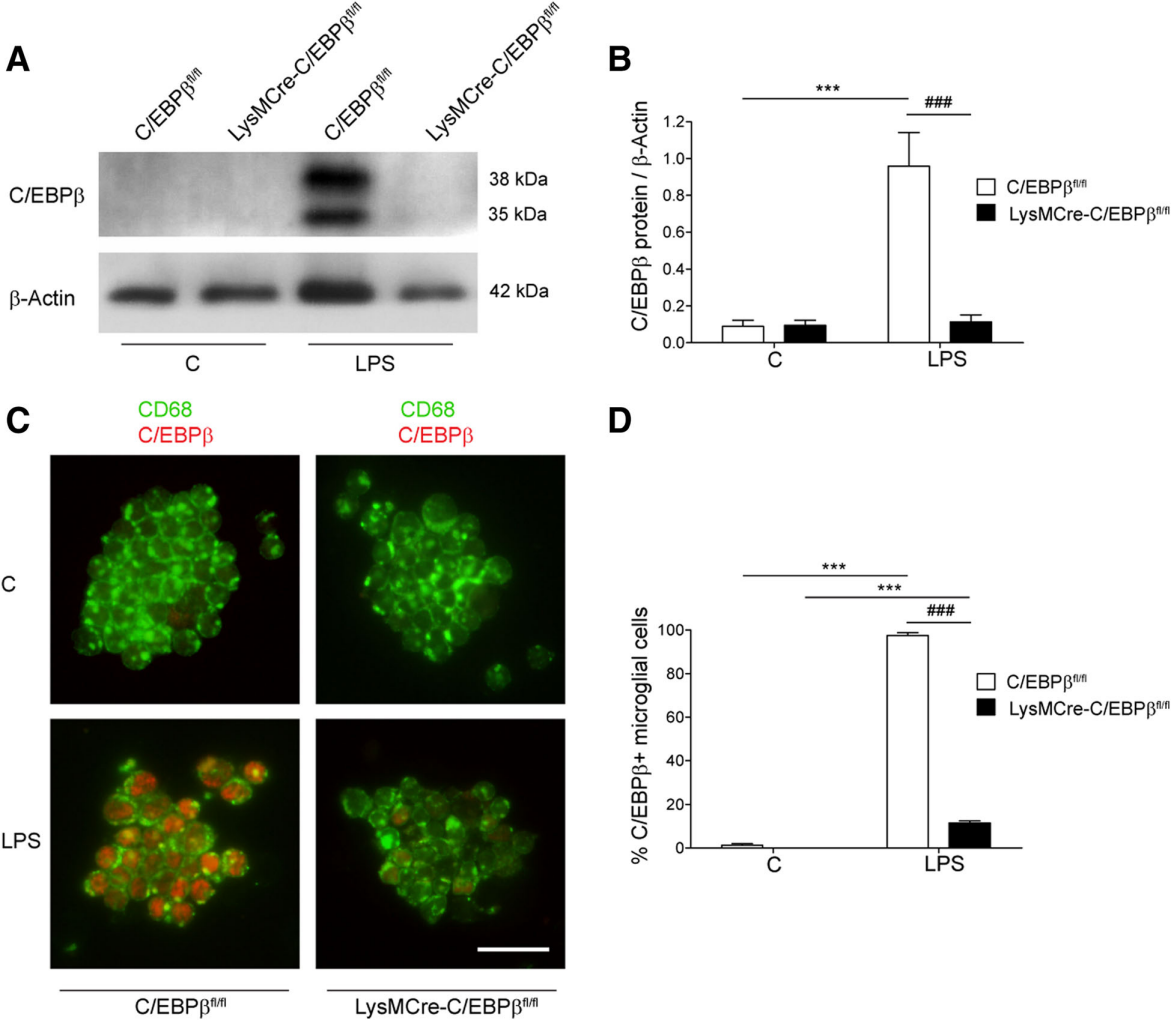
Reduced C/EBPβ expression in LysMCre-C/EBPβ^fl/fl^ microglia in vivo. **a** Representative Western blot showing C/EBPβ protein levels in microglia acutely isolated in vivo from the brains of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice treated i.p. with vehicle (C) or LPS (4 mg/kg) for 16 h. Two C/EBPβ isoforms are detected, Full (~38 kDa) and LAP (~35 kDa). **b** Quantification of Western blot signals from experiments as that shown in **a** (*n* = 4 mice/condition. C/EBPβ protein levels are normalized using β-actin levels. Data are shown as mean + SEM. LPS induces a significant increase in C/EBPβ protein levels in C/EBPβ^fl/fl^ microglia (***p < 0.001, compared with respective vehicle) and not in LysMCre-C/EBPβ^fl/fl^ microglia (###*p* < .001, compared with C/EBPβ^fl/fl^). **c** Immunocytochemistry for C/EBPβ (*red*) and the microglial marker CD68 (*green*) in cytospin preparations of microglia isolated from the brains of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice treated as in **a**. Note the absence of C/EBPβ immunoreactivity in microglia from vehicle-treated mice, the nuclear C/EBPβ staining in virtually all microglial cells from LPS-treated C/EBPβ^fl/fl^ mice and the presence of C/EBPβ in a small fraction of microglial cells from LPS-treated LysMCre-C/EBPβ^fl/fl^ mice. *Scale bar* 25 μm. **d** Quantification of the proportion of C/EBPβ immunoreactive microglial cells in cytospin preparations as that shown in **c**. Data are expressed as percentage of C/EBPβ immunoreactive microglial cells and are shown as mean + SEM (*n* = 3 mice/condition). ***p < 0.001, compared with respective vehicle; ###*p* < .001, compared with respective C/EBPβ^fl/fl^

To investigate the role of C/EBPβ on gene expression in activated microglia in vivo, we isolated microglia from the brains of vehicle or LPS-treated (16 h) C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice, and the expression of selected genes was assessed by quantitative real-time PCR (qRT-PCR). For this analysis, we included the pro-inflammatory cytokines Tnf, Il23a and Csf3 and the key enzymes in the production of the inflammatory mediator prostaglandin E2 (Ptges) and the free radical superoxide anion (Cybb). These are genes with a prominent role in microglial activation whose expression in cultured microglia was significantly dependent upon C/EBPβ according to RNAseq data. 

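In the RNAseq data, the expression of the 5 genes was compared between LysMCre-C/EBPβ fl/fl (n = 4) and C/EBPβ fl/fl (n = 3) cultures in each treatment. Csf3 (chromosome 11, 98700183 to 98703631) was 1.60 ± 0.417 normalized CPM (SD) in LysMCre-C/EBPβ fl/fl and 68.0 ± 38.4 (SD) in C/EBPβ fl/fl cultures with LPS, a log2 fold change of −5.31 (standard error 0.595, adjusted p = 4.30e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With LPS + IFNγ the log2 fold change was −2.98 (standard error 0.645, adjusted p = 0.0291), and the adjusted p-value was under 0.05 in 2 of the 7 fits that each left out 1 culture. Ptges (chromosome 2, 30889471 to 30931020) was 43.5 ± 23.5 (SD) against 676 ± 363 (SD) normalized CPM with LPS, a log2 fold change of −3.97 (standard error 0.687, adjusted p = 0.00277, edgeR), and with LPS + IFNγ the log2 fold change was −2.57 (adjusted p = 0.0817, edgeR). For Tnf (chromosome 17, 35199367 to 35202007) the log2 fold change was −0.90 with LPS (adjusted p = 0.518, edgeR) and −0.72 with LPS + IFNγ (adjusted p = 0.781, edgeR). For Il23a (chromosome 10, 128296140 to 128298084) it was −3.37 (adjusted p = 0.0849, edgeR) and −1.68 (adjusted p = 0.819, edgeR), with 34.2 ± 30.6 normalized CPM (SD) in C/EBPβ fl/fl cultures with LPS. For Cybb (chromosome X, 9435252 to 9487766) it was −0.49 (adjusted p = 0.332, edgeR) and −0.52 (adjusted p = 0.432, edgeR). The adjusted p-values of Tnf, Il23a and Cybb were thus above 0.05, although the genotypes did not overlap for Cybb with LPS, and all 5 genes had lower mean expression in LysMCre-C/EBPβ fl/fl cultures in both treatments. With cultures of consecutive numbers as pairs, an edgeR fit chosen after seeing the data that leaves out culture 39, Il23a had a log2 fold change of −2.87 with LPS (adjusted p = 0.000429, edgeR) and Ptges of −2.95 with LPS + IFNγ (adjusted p = 0.000159, edgeR), while Tnf and Cybb stayed above an adjusted p of 0.05 in both treatments. LPS increased each of them against vehicle over both genotypes, from a log2 fold change of 2.30 for Cybb (adjusted p = 2.70e-10, edgeR) to 8.12 for Tnf (adjusted p = 9.50e-11, edgeR). With the culture as a replicate block (mean correlation of same-culture samples 0.357), these were 2.28 (adjusted p = 5.48e-12, edgeR) and 8.07 (adjusted p = 9.00e-13, edgeR).

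**Figure D4:**
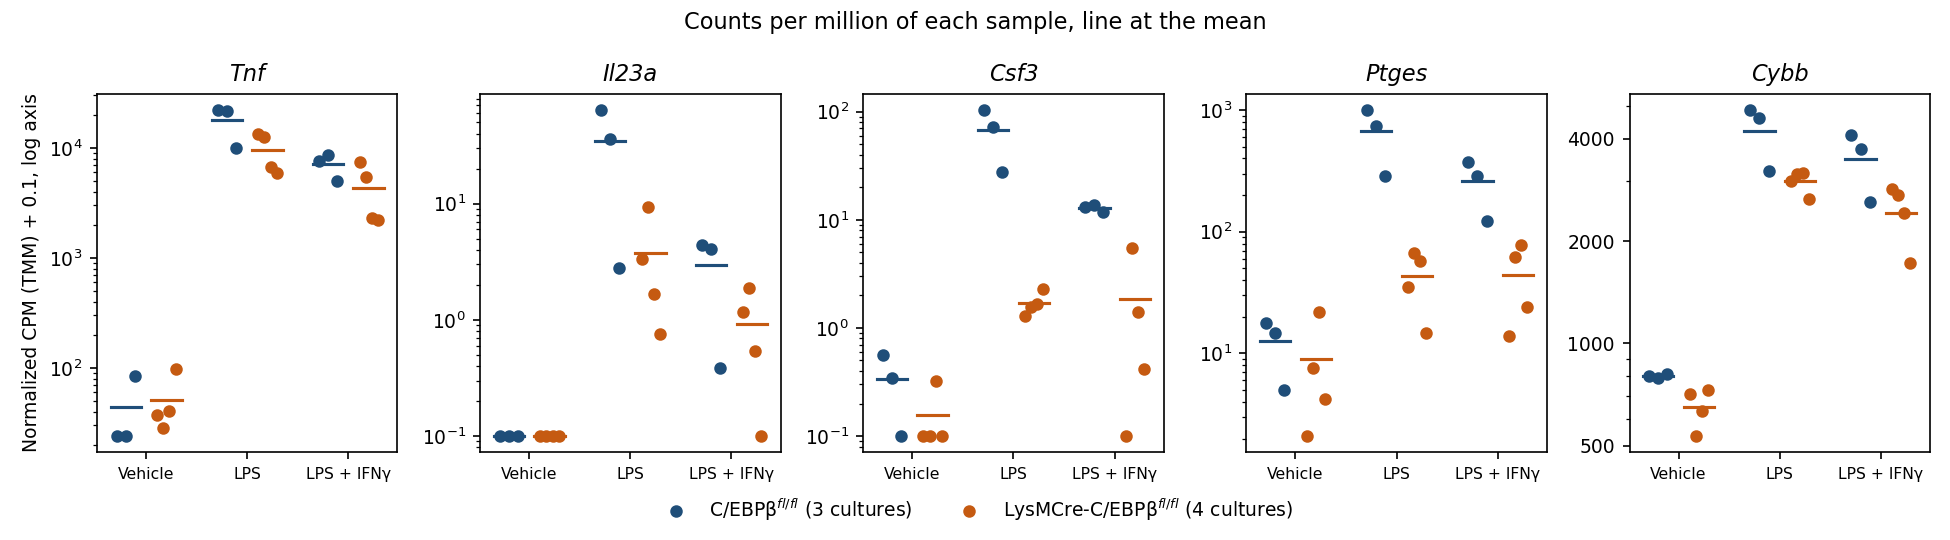
Normalized CPM plus 0.1 (log axis) of Tnf, Il23a, Csf3, Ptges and Cybb in each sample by treatment, with a line at the mean of the 3 C/EBPβ fl/fl and the 4 LysMCre-C/EBPβ fl/fl cultures. The genotypes do not overlap for Csf3 and Ptges in either treatment or for Cybb with LPS, and they overlap for Tnf and Il23a.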

We first confirmed that the expression of these genes was affected by C/EBPβ by analyzing their expression by qRT-PCR in a new series of microglial cultures independent from those used to generate RNAseq data. As shown in Fig. 7 (insets), C/EBPβ deficiency resulted in decreased LPS- and/or LPS + IFNγ-induced expression of these genes in cultured microglia. Interestingly, in vivo expression of these five genes was upregulated by systemic LPS in microglia, and in all cases, these increases were significantly blunted in microglia from LysMCre-C/EBPβ^fl/fl^ mice (Fig. 7). These results demonstrate for the first time that the specific absence of C/EBPβ in microglia in vivo results in attenuated expression of pro-inflammatory genes.

**Fig. 7:**
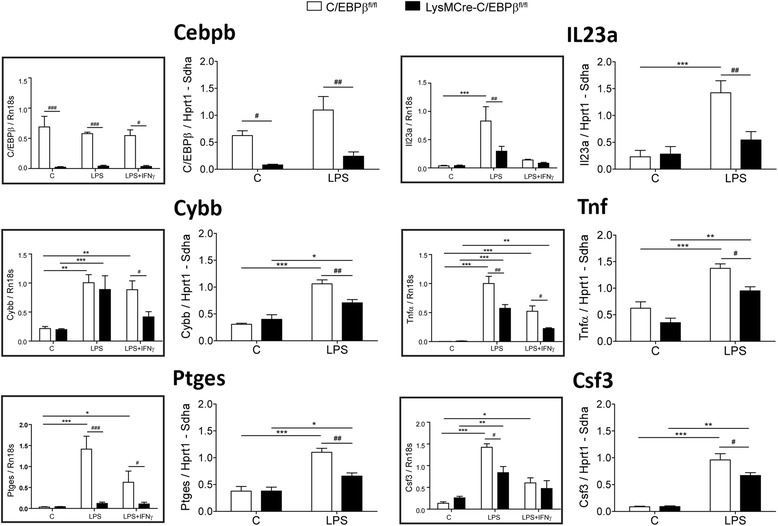
Reduced pro-inflammatory gene expression in C/EBPβ-deficient microglia in vivo and in vitro. Expression of C/EBPβ and five pro-inflammatory genes (Tnfa, Il23a, Csf3, Ptges and Cybb) was analyzed by qRT-PCR in microglia isolated from the brains of C/EBPβ^fl/fl^ and LysMCre-C/EBPβ^fl/fl^ mice treated i.p. with vehicle (C) or LPS (4 mg/kg) for 16 h (*n* = 4 mice/condition). *Insets* show the expression of the same genes in primary microglial cultures from both genotypes treated with vehicle (C), LPS (100 ng/mL) or LPS + IFNγ (1 ng/mL) for 6 h (*n* = 4 independent experiments). In all graphs, data are shown as mean + SEM. The *asterisk* shows the significance of the treatment effect, *p < 0.05; **p < 0.01; ***p < 0.001 compared with the respective control conditions. The *number sign* shows the significance of the genotype effect; #*p* < 0.05; ##*p* < 0.01; ###*p* < 0.001 compared with the respective C/EBPβ^fl/fl^ condition

### Deletion of C/EBPβ in myeloid cells is protective in an animal model of multiple sclerosis

In order to test whether the myeloid-specific C/EBPβ absence and the resulting attenuation of microglial activation have neuroprotective effects in vivo, we induced EAE, an animal model of multiple sclerosis, in LysMCre-C/EBPβ^fl/fl^ mice. We first analyzed the time course of C/EBPβ expression changes in EAE in three spinal cord and three brain regions of wild-type mice. Figure 8a, b shows the results obtained in the thoracic spinal cord and hindbrain. Similar findings were obtained in the cervical and lumbar spinal cord and in the midbrain and forebrain (data not shown). EAE was associated with increased C/EBPβ mRNA levels in all regions analyzed. The most marked increase was observed on day 14. A moderate increase on days 21 and 28 was observed in some of the CNS regions analyzed, such as the thoracic spinal cord (Fig. 8a, b). To study whether these mRNA changes were also observed at the protein level, a time course analysis of C/EBPβ protein expression was performed in thoracic spinal cord by Western blot. As shown in Fig. 8c, d, a marked increase in C/EBPβ protein levels was observed on day 14, in correspondence with the mRNA data. Out of the three C/EBPβ isoforms, LAP showed the highest expression in these samples.

**Fig. 8:**
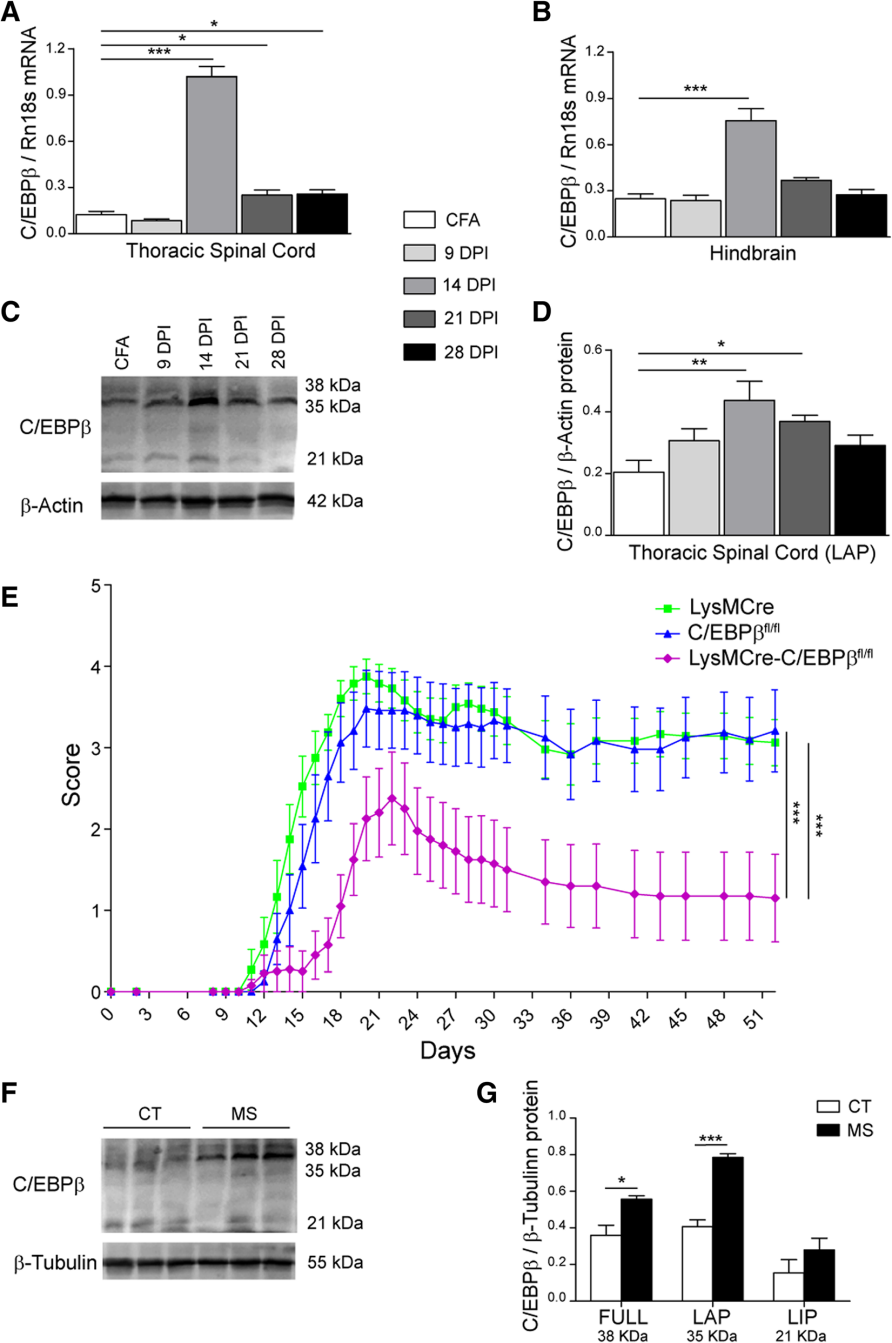
Neuroprotective effect of microglial C/EBPβ deficiency in EAE. **a**–**d** Time course analysis of C/EBPβ expression in the CNS in EAE. Expression was analyzed in vehicle-treated (CFA) mice and in EAE at 9, 14, 21 and 28 days post-injection (DPI). **a**, **b** C/EBPβ expression at mRNA level by qRT-PCR in the thoracic spinal cord (**a**) and hindbrain (**b**). **c** Representative Western blot image of C/EBPβ protein expression in the thoracic spinal cord in EAE. **d** Quantification of the C/EBPβ protein isoform LAP (*n* = 4–6 mice/condition). *p < 0.05; ** *p* < 0.01 compared with CFA. **e** EAE clinical scores of mice with myeloid C/EBPβ deficiency (LysMCre-C/EBPβ^fl/fl^ mice, *n* = 10) and the two parental control mouse lines (LysMCre, *n* = 12; C/EBPβ^fl/fl^ *n* = 12). Data show mean ± SEM. ***p < 0.001. **f** Western blot showing C/EBPβ protein levels in temporal cortex postmortem samples from three non-neurological controls (CT) and three multiple sclerosis (MS) patients. The three C/EBPβ isoforms, Full (~38 kDa), LAP (~35 kDa) and LIP (~21 kDa), are detected in these samples. **g** Quantification of C/EBPβ Western blots as that in **f**. Data show mean + SEM, *n* = 4 controls, *n* = 5 MS, *p < 0.05; ***p < 0.001

We next analyzed the clinical course of EAE in LysMCre-C/EBPβ^fl/fl^ mice and compared it with that of the two parent lines, LysMCre and C/EBPβ^fl/fl^. Both parent lines showed a very similar course of the disease. Mice started to develop multiple sclerosis-like symptoms 10 days after immunization. These symptoms progressed steadily, peaked on day 20 and then plateaued until the end of the experiment on day 52. In contrast, LysMCre-C/EBPβ^fl/fl^ mice showed attenuated EAE symptoms with a milder initial phase, a lower score at the peak of the disease and a partial recovery phase (Fig. 8e). Since no differences were observed between both parent lines, this experiment was repeated twice using only C/EBPβ^fl/fl^ mice as the control. In both experiments, LysMCre-C/EBPβ^fl/fl^ mice showed a highly significant reduction in EAE score with a similar profile as that of experiment 1 (data not shown). The incidence of EAE in the three experiments was similar for both genotypes (73% (30/41) for C/EBPβ^fl/fl^ mice and 68% (26/38) for LysMCre-C/EBPβ^fl/fl^ mice), and mortality was higher in C/EBPβ^fl/fl^ mice (12%; 5/41) than in LysMCre-C/EBPβ^fl/fl^ mice (5%; 2/38).

Finally, C/EBPβ expression was studied in human multiple sclerosis. To this end, C/EBPβ protein levels were analyzed by Western blot in temporal cortex postmortem samples from multiple sclerosis and non-neurological controls. As shown in Fig. 8f, g, all three C/EBPβ isoforms were detected, LAP being the most expressed. Interestingly, protein levels of Full and LAP, the two C/EBPβ activator isoforms, were increased in multiple sclerosis samples by 55% (*p* < 0.05) and 93% (*p* < 0.001), respectively.

## Discussion

C/EBPβ-deficient mice show reduced neuronal damage induced by excitotoxic or ischemic insults in vivo [7, 9]. Since C/EBPβ is expressed by many cell types, the question of which is the cell type(s) responsible for the neuroprotective effects of C/EBPβ absence in these models is of interest. In neuron–microglia co-cultures, the absence of C/EBPβ only in microglial cells completely abrogates their neurotoxic effects elicited by LPS + IFNγ activation [3]. This led us to hypothesize that C/EBPβ inhibition in the microglia could have therapeutic potential as a target to attenuate deleterious effects of neuroinflammation. As a proof of concept, we have generated mice with C/EBPβ deficiency in myeloid cells. The results here presented show a marked attenuation of clinical symptoms of EAE in these mice. Besides, RNAseq analysis of cultured microglia shows that C/EBPβ plays a key role in the regulation of gene transcription in microglial activation and provides possible explanations for the neuroprotective effects of C/EBPβ absence in myeloid cells.

In order to produce C/EBPβ deletion in microglia, we have used the Cre-LoxP approach with Cre expression under the control of the LysM promoter [27]. Unlike astrocytes, for which GFAP promoter is considered the gold standard, there is not an ideal promoter to drive Cre expression in microglia. Promoters of LysM, CD11b, F4/80, CSF1 receptor or Iba1 genes have been used successfully, and in the last few years, CX3CR1 is becoming the most widely used promoter in this respect (reviewed by [28]), but in all cases, Cre expression is induced not only exclusively in microglia but also in other subsets of myeloid cells. The LysMCre mouse line has been used extensively to induce Cre expression in myeloid cells, particularly in macrophages and microglia. Data from crossing LysMCre mice with reporter mice have shown functional Cre in 30–45% of microglial cells in control CNS [29, 30] and strong recombination in primary microglial cultures [30–32]. Various studies have obtained positive results by using LysMCre in in vivo models that have been attributed primarily to microglia [33–35] or to microglia and macrophages [31, 36]. Our data clearly show an efficiency of recombination of LysMCre close to 100 and 90% in primary microglial cultures and in microglia in vivo in LPS-treated mice, respectively, supporting the use of this mouse line to drive Cre expression in microglia in these experimental models. In our opinion, the most likely interpretation of the neuroprotective effects of LysM-driven C/EBPβ deletion in EAE is that the absence of C/EBPβ in microglia results in an attenuated neuroinflammatory response, milder neurodegeneration and less severe EAE symptoms. However, macrophages and granulocytes show also LysM-driven Cre expression in this mouse line [27], and in both cell types, C/EBPβ expression has been reported [37]. We cannot therefore discard that C/EBPβ deletion in macrophages and granulocytes accounts, at least partly, for the neuroprotective effects observed in LysMCre-C/EBPβ^fl/fl^ mice in EAE. Unfortunately, specific inhibition of C/EBPβ in microglia is not feasible at present. Strategies aimed at targeting microglia, be it nanoparticles, vectors or other approaches, cannot avoid targeting also macrophages and often other myeloid cells [38]. Although we would favor a microglial-specific strategy, these results suggest that, if unavoidable, C/EBPβ inhibition not only in microglia but also in microglia-related cells would not be necessarily undesirable.

In contrast to mice with full C/EBPβ deficiency, LysMCre-C/EBPβ^fl/fl^ mice show normal fertility and survival. This is important in this study because it allowed us to obtain genetically homogenous litters of LysMCre-C/EBPβ^fl/fl^ pups from which to prepare primary microglial cultures in sufficient amounts to thoroughly characterize the role of C/EBPβ in microglial activation in vitro. In agreement with data from microglial cultures of C/EBPβ-deficient mice [3], LysMCre-C/EBPβ^fl/fl^ microglia in culture showed normal growth and proliferation and reduced NOS2 expression and NO production upon LPS + IFNγ challenge. Since NO production is an important contributor to AICD in microglia [25], we hypothesized that AICD, a mechanism of elimination of overactivated cells best described in T cells [39], could be attenuated in LysMCre-C/EBPβ^fl/fl^ microglia. Strong AICD was observed in LPS + IFNγ-treated C/EBPβ^fl/fl^ microglial cells, but this was unaffected by C/EBPβ absence indicating that C/EBPβ-independent factors play important roles in microglial AICD. Since AICD is a protective mechanism that prevents overactivation [39], its maintenance in the absence of C/EBPβ could be a positive outcome of an eventual pharmacological strategy based on the inhibition of microglial C/EBPβ.

The RNAseq analysis is the greatest leap forward this study provides on the characterization of the role of C/EBPβ in microglia. Various studies have analyzed the role of C/EBPβ on gene expression by microarrays after genetic deletion, inhibition by RNAi or overexpression in a variety of cell types. Particularly relevant are the studies that have shown important effects of C/EBPβ on LPS + IFNγ- [40] or IFNγ- [41] induced gene expression in macrophages. Studies in other cell types such as anaplastic large cell lymphoma have demonstrated a role or C/EBPβ in the expression of immune response genes [42]. The present study is the first to analyze the role of C/EBPβ in microglia with a transcriptomic approach and also the first one to analyze the role of C/EBPβ by RNAseq in any cell type. It shows massive changes in gene expression in microglia caused by the absence of C/EBPβ. One thousand sixty-eight genes show significant differences in expression in C/EBPβ-deficient microglia. Most of these genes, 867, were also affected by LPS ± IFNγ confirming the role of C/EBPβ in microglial activation, but interestingly, C/EBPβ absence affected the expression of 201 genes that were not affected by treatment, indicating a role for C/EBPβ also in the biology of non-activated microglia. Gene Ontology enrichment analysis of the 1068 genes affected by microglial C/EBPβ deficiency identified five GO terms related to immune/inflammatory response among the 25 most significant GO terms. This is a strong confirmation of a key role for C/EBPβ in the regulation of the inflammatory gene program in microglia that others and we have proposed on the basis of the analysis of a limited number of genes [3, 7, 8, 24]. Relevant C/EBPβ-dependent genes among these classes include toll-like receptors and related proteins (Tlr1, Tlr7, Tlr8, Tlr9, Cd14, Cd180, Ly86, Nod2), cytokines (Il1a, Il12a, Il23a, Mif, Cxcl2, Cxcl3), cytokine receptors (Tnfrsf1a, Tnfrsf1b, Ccr1, Ccrl2, Csf1r) and enzymes such as inflammation-related kinases (Rps6ka4, Mapkapk2), prostaglandin synthetic enzymes (Ptges, Ptgs2 (=Cox2)) or NADPH oxidase subunits (Cybb, Ncf1). 

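All 25 genes of these classes were found in the count tables. With LPS, 20 had lower and 5 higher expression in LysMCre-C/EBPβ fl/fl than in C/EBPβ fl/fl microglia, and with LPS + IFNγ, 19 were lower and 6 higher. The number lower with LPS was 21 with DESeq2 and 19 with limma-voom. With LPS, 5 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all lower, namely Tlr8, Cd14, Nod2, Rps6ka4 and Ptges, and with LPS + IFNγ these were Tlr8, Cd14 and Rps6ka4. The log2 fold change of Nod2 with LPS was −1.40 (standard error 0.358, adjusted p = 0.0491, edgeR) and that of Tlr8 was −1.83 (standard error 0.249, adjusted p = 0.000286, edgeR). Among the Toll-like receptors and related proteins, 4 of 8 were lower with LPS. All 6 cytokines and all 5 cytokine receptors were lower in both treatments, without an adjusted p-value under 0.05 in the unpaired edgeR fit. With LPS + IFNγ, 3 of the 5 receptors were lower without culture 33, and 4 with limma-voom and without culture 35 or 43. In the edgeR fit with cultures of consecutive numbers as pairs, chosen after seeing the data, the adjusted p-value was under 0.05 for 4 of the 6 cytokines with LPS (Il1a, Cxcl2, Cxcl3 and Il23a, from 0.000429 to 0.00460) and for Il1a and Cxcl2 with LPS + IFNγ. Of the receptors, Ccrl2 had an adjusted p of 0.0140 with LPS and 0.0298 with LPS + IFNγ in this edgeR fit. The pairing of the cultures is not recorded, and the fit leaves out culture 39. Of the 6 enzymes, Ncf1 had higher expression in both treatments (log2 fold change 0.47 with LPS, standard error 0.180, adjusted p = 0.255, edgeR) and the other 5 lower.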

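Nlrp3 (NCBI gene 216799) lies on chromosome 11 of GRCm38 from 59541569 to 59566955. It was 1126 ± 367 normalized CPM (SD, n = 4) in LysMCre-C/EBPβ fl/fl and 2210 ± 828 (SD, n = 3) in C/EBPβ fl/fl cultures with LPS, a log2 fold change of −0.97 (standard error 0.312, adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With LPS + IFNγ it was 1134 ± 344 (SD, n = 4) and 1765 ± 294 (SD, n = 3), a log2 fold change of −0.64 (standard error 0.312, adjusted p = 0.563, edgeR). With each culture left out in turn, the log2 fold change with LPS stayed between −1.28 and −0.78, and 1 of the 7 fits had an adjusted p-value under 0.05. With cultures of consecutive numbers as pairs and without culture 39, an edgeR fit chosen after seeing the data, it was −0.93 (adjusted p = 0.0106, edgeR) with LPS and −0.60 (adjusted p = 0.148, edgeR) with LPS + IFNγ. LPS increased Nlrp3 against vehicle by 5.32 on the log2 scale in C/EBPβ fl/fl and by 4.65 in LysMCre-C/EBPβ fl/fl cultures. The interaction of genotype and LPS had an adjusted p of 0.911 (edgeR without pairing by culture). That fit leaves out the pairing within cultures, so this value does not show that the responses are equal.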

A remarkable effect of C/EBPβ deficiency was observed in the expression of Nlrp3, a key component of the inflammasome [43]. Altogether, these findings show that the phenotype of LPS ± IFNγ-treated microglia is markedly altered by the absence of C/EBPβ, showing reduced responsiveness and attenuated responses in most arms of the pro-inflammatory program. KEGG pathway enrichment analysis also identified pathways related to inflammatory responses, such as chemokine signaling or cytokine–cytokine receptor interaction, but somewhat unexpectedly, three pathways related to phagocytosis among the five most significant KEGG pathways. Particularly interesting is the group of lysosome-related genes. The significant genes in this group had a remarkably homogenous pattern of LPS ± IFNγ-induced downregulation in C/EBPβ^fl/fl^ microglia that was blunted in LysMCre-C/EBPβ^fl/fl^ microglia. These genes included degradative enzymes such as proteases (Ctss, Lgmn), nucleases (DNAse2a), sulfatases (Ids, Gns, Arsb) and glycosylases (Naga) and genes needed for lysosome acidification and assembly (Atp6v0a1, Atp6v0b, Ap1g2, Ap1s1, Ap3m2). 

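All 12 genes listed here had higher expression in LysMCre-C/EBPβ fl/fl than in C/EBPβ fl/fl microglia with LPS and with LPS + IFNγ, also with the RLE size factors, DESeq2 and limma-voom. Without culture 35, 2 of them were lower with LPS and 1 with LPS + IFNγ, and without culture 32, 1 was lower with LPS + IFNγ. The median log2 fold change was 0.35 with LPS and 0.49 with LPS + IFNγ. Among them, Atp6v0a1 had a log2 fold change of 1.06 with LPS + IFNγ (standard error 0.219, adjusted p = 0.0217, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against vehicle, LPS decreased 6 of the 12 genes in C/EBPβ fl/fl microglia, 3 of them with an adjusted p-value under 0.05, and increased the other 6. With limma-voom on total counts, under which most tested genes decreased, it decreased all 12. Dnase2a had the largest decrease with LPS, with a log2 fold change of −2.03 in C/EBPβ fl/fl (standard error 0.283) and −1.95 in LysMCre-C/EBPβ fl/fl microglia (standard error 0.242). Atp6v0b increased with LPS by 0.70 in C/EBPβ fl/fl (standard error 0.173) and by 0.86 in LysMCre-C/EBPβ fl/fl microglia (standard error 0.15).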

The higher expression of lysosome genes may explain the improved ability of C/EBPβ-deficient microglia to eliminate phagocytosed bacteria that we have observed. This pattern of attenuated pro-inflammatory gene expression and improved phagocytic and digesting capacity could be of interest in a neurodegeneration context where phagocytosis of cell debris and abnormal protein deposits is necessary, whereas chronic production of pro-inflammatory mediators can be detrimental.

The possibility to acutely isolate microglial cells from the adult CNS has allowed us to estimate the efficiency of C/EBPβ deletion in LysMCre-C/EBPβ^fl/fl^ microglia in vivo, and the data obtained shows it to be very high, close to 90%. This is a critical point because it opens the possibility to use these mice to study for the first time the functional role of C/EBPβ in microglia in vivo which was the initial goal when generating this colony. In order to analyze the role of C/EBPβ on transcription of microglial genes in vivo, we selected a group of five pro-inflammatory genes (Tnfa, Il23a, Csf3, Ptges and Cybb) that (1) are regulated by C/EBPβ in microglia in culture as shown by RNAseq data; (2) have a well-established role in microglial activation; and (3) play a pathogenic role in EAE. Thus, genetic deletion of Ptges [44] and pharmacological inhibition of Tnfa [45] or Cybb [46] result in a significant attenuation of clinical symptoms of EAE, whereas genetic deletion of Il23a [47] or Csf3r [48] completely prevent the appearance of clinical EAE. The expression of these five genes in acutely isolated microglia was induced by systemic LPS injection in accordance with their pro-inflammatory character. Intriguingly, this expression was markedly attenuated in microglia isolated from LysMCre-C/EBPβ^fl/fl^ mice. This demonstrates that also in vivo C/EBPβ plays a major role in the regulation of pro-inflammatory gene expression in microglia.

Finally, robust neuroprotection from EAE was observed in LysMCre-C/EBPβ^fl/f^ mice in three independent experiments. This neuroprotective effect is probably caused by the absence of C/EBPβ not only in microglia but also in monocyte-derived macrophages since both cell types are important in EAE pathogenesis [49, 50] and LysMCre will recombine in both [28]. The abovementioned pro-inflammatory genes Tnfa, Il23a, Csf3, Ptges and Cybb are candidates to mediate this effect, but given the role of C/EBPβ as transcription factor, we favor the idea that this effect is mediated by a higher number of genes directly or indirectly regulated by C/EBPβ and that C/EBPβ absence results in a global alteration of the phenotype of activated microglia/macrophages, as demonstrated by the RNAseq analysis in cultured microglia, rather than by an effect of one or a few genes. These data strongly support the search for strategies to selectively inhibit C/EBPβ in microglia or microglia/macrophages as potential therapies in neurological disorders with a strong neuroinflammatory component. The neuroprotection observed in LysMCre-C/EBPβ^fl/fl^ mice in EAE together with the increased C/EBPβ expression in human multiple sclerosis samples point to this disease as a particularly suitable indication for such therapies.

## Conclusion

LysMCre-C/EBPβfl/fl mice show robust C/EBPβ deletion in myeloid cells and are a good tool for the study of the role of C/EBPβ in these cells. In vivo and in vitro data support an important role for C/EBPβ in the regulation of pro-inflammatory responses in microglia. Moreover, RNAseq results demonstrate the implication of C/EBPβ also in other cellular programs in activated microglia and also in non-activated microglia. Finally, C/EBPβ absence results in attenuated EAE supporting a therapeutic potential for C/EBPβ inhibition.

## Additional files

Additional file 1: Tables S1-S6. List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods. 

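Tables S1–S6 give for each gene the fold change between LysMCre-C/EBPβ fl/fl and C/EBPβ fl/fl microglia in 1 treatment, with the average expression and adjusted p-value from the authors' limma fit. From the counts, the genes with the smallest p-values among those past the thresholds, and with no overlap of the genotypes, are given here for LPS and LPS + IFNγ. With LPS, the 5 upregulated genes were Rhof, Fchsd2, Nrros, Tsku and Eps8, and the 5 downregulated genes were Adgb, Pid1, Slc16a10, Saa3 and Xdh. Rhof (chromosome 5, 123118180 to 123141808) rose from 4.56 ± 1.80 (SD, n = 3) to 35.9 ± 8.24 normalized CPM (SD, n = 4), a log2 fold change of 2.92 (standard error 0.382, adjusted p = 0.000197, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adgb (chromosome 10, 10335703 to 10475093) had a log2 fold change of −2.95 (standard error 0.239, adjusted p = 1.16e-06, edgeR), and Saa3 (chromosome 7, 46711998 to 46719615) of −4.77 (standard error 0.510, adjusted p = 3.03e-05, edgeR). The log2 fold change of Fchsd2 was 1.24 (standard error 0.194, adjusted p = 0.00102, edgeR). With LPS + IFNγ, the upregulated genes included Mfsd9, Atp2b1, Shtn1 and a RIKEN cDNA gene (NCBI gene 432479), and the downregulated genes were Adgb, Tlr8, Tshz1, Plekhm3 and Xdh. Mfsd9 (chromosome 1, 40772040 to 40790657) had a log2 fold change of 1.45 (standard error 0.214, adjusted p = 0.00125, edgeR), and Shtn1 of 1.43 (standard error 0.262, adjusted p = 0.00850, edgeR), which stayed under an adjusted p of 0.05 in 4 of the 7 fits that left out 1 culture. Adgb fell by 2.41 on the log2 scale (standard error 0.244, adjusted p = 5.59e-05, edgeR). The others of these genes kept an adjusted p-value under 0.05 in at least 6 of the 7 fits.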

(ZIP 253 kb)
Additional file 2: Figure S1. Weighted Gene Correlation Network Analyses of microglial activation, treatment and LysMCre-C/EBPβ^fl/fl^ phenotype. A) Correlation dendrogram of genes. WGCNA algorithm was applied to filtered expression of all samples, a soft-threshold for the similarity matrix of *β* = 9 was used, and module detection was obtained with a dynamic tree cut; color bar down of the dendrogram shows module pertainance of genes with a large turquoise module corresponding to genes downregulated upon treatment with either LPS or LPS + IFNγ. B) Hierarchical clustering of detected modules by WGCNA and genotype and treatment traits; module MEyellow is the closest group of genes related to the treatment trait, whereas MEviolet is for genotype. C) Module violet heatmap (*top*) and eigengene expression graph (*bottom*): module violet is the closest group of genes related to genotype effect, contains C/EBPβ and Lyz2. D) Metacore™ network obtained by literature described interactions among the genes in module violet evidences a network of genes described to interact with C/EBPβ as a central hub. E) Correlation network obtained with a threshold for distance of 0.3, with C/EBPβ as a central hub (node size relative to degree of node).

## Abbreviations

AICD: Activation-induced cell death
C/EBPβ: CCAAT/enhancer-binding protein β
DEG: Differentially expressed genes
EAE: Experimental autoimmune encephalomyelitis
GO: Gene Ontology
IFNγ: Interferon γ
KEGG: Kyoto Encyclopedia of Genes and Genomes
LPS: Lipopolysaccharide
LysM: Lysozyme M
MOG: Myelin oligodendrocyte glycoprotein peptide
PCR: Polymerase chain reaction
qRT-PCR: Quantitative real-time PCR
RNAseq: RNA sequencing
SEM: Standard error of the mean
WGCNA: Weighted Correlation Gene Network Analysis

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S1**  **FC:** fold change  **AveExpr**: Average expression (log2 CPM)  **adj.P:** adjusted p value  Genes are ordered by pvalue. |
| --- |
| **Genes with significantly increased expression in LysMCre-CEBPbetafl/fl microglia in control condition** |

| **GeneID** | **Length** | **FC** | **AveExpr** | **t** | **P.Value** | **adj.P** | **gene_symbol** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 65256 | 2690 | 4,0387 | 4,7113 | 6,0979 | 5,55E-06 | 0,0066 | **Asb2** |
| 80859 | 3878 | 2,4748 | 9,3132 | 6,0527 | 6,13E-06 | 0,0066 | **Nfkbiz** |
| 19024 | 4733 | 2,0752 | 7,9429 | 5,8551 | 9,51E-06 | 0,0076 | **Ppfibp2** |
| 78416 | 1072 | 3,5697 | 0,8229 | 5,3819 | 2,76E-05 | 0,0156 | **Rnase6** |
| 12517 | 1503 | 2,3519 | 7,2564 | 5,3202 | 3,18E-05 | 0,0173 | **Cd72** |
| 14347 | 1970 | 6,0076 | -0,5387 | 4,9896 | 6,81E-05 | 0,0254 | **Fut7** |
| 98365 | 1145 | 4,3567 | 6,6756 | 4,8565 | 9,27E-05 | 0,0328 | **Slamf9** |
| 109361 | 3607 | 2,6478 | 4,5482 | 4,8279 | 9,91E-05 | 0,0343 | **D730005E14Rik** |
| 214459 | 5330 | 2,6851 | 7,6323 | 4,7515 | 0,0001 | 0,0372 | **Fnbp1l** |
| 14190 | 3769 | 4,4707 | 10,2366 | 4,6528 | 0,0001 | 0,0392 | **Fgl2** |
| 232413 | 2222 | 2,8589 | 6,9968 | 4,6243 | 0,0002 | 0,0398 | **Clec12a** |
| 319997 | 1936 | 2,0916 | 7,0264 | 4,5737 | 0,0002 | 0,0433 | **A630001G21Rik** |
| 67547 | 3707 | 2,2497 | 4,3362 | 4,4596 | 0,0002 | 0,0475 | **Slc39a8** |

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S2**  **FC:** fold change  **AveExpr**: Average expression (log2 CPM)  **adj.P:** adjusted p value  Genes are ordered by pvalue. |
| --- |
| **Genes with significantly decreased expression in LysMCre-CEBPbetafl/fl microglia in control condition** |

| **GeneID** | **Length** | **FC** | **AveExpr** | **t** | **P.Value** | **adj.P** | **gene_symbol** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 17105 | 1057 | 0,0039 | 7,2768 | -15,5653 | 9,92E-13 | 1,51E-08 | **Lyz2** |
| 22436 | 4587 | 0,2279 | 5,7895 | -9,5844 | 5,75E-09 | 4,38E-05 | **Xdh** |
| 56615 | 943 | 0,1557 | 4,1810 | -7,8200 | 1,52E-07 | 0,0006 | **Mgst1** |
| 215772 | 5218 | 0,3676 | 4,8739 | -7,7493 | 1,75E-07 | 0,0006 | **9130014G24Rik** |
| 12608 | 1504 | 0,0331 | 3,4337 | -7,7203 | 1,86E-07 | 0,0006 | **Cebpb** |
| 241447 | 3930 | 0,4814 | 8,4141 | -7,1231 | 6,23E-07 | 0,0015 | **Lass6** |
| 64929 | 3053 | 0,0879 | -1,9587 | -7,0711 | 6,94E-07 | 0,0015 | **Scel** |
| 17394 | 2453 | 0,0383 | -0,1502 | -7,0008 | 8,03E-07 | 0,0015 | **Mmp8** |
| 20656 | 3824 | 0,2838 | 8,8128 | -6,5757 | 1,97E-06 | 0,0033 | **Sod2** |
| 19221 | 5786 | 0,1789 | 2,5296 | -6,4781 | 2,43E-06 | 0,0037 | **Ptgfrn** |
| 15251 | 4761 | 0,3606 | 8,7240 | -6,4191 | 2,76E-06 | 0,0038 | **Hif1a** |
| 140792 | 3322 | 0,4907 | 7,0504 | -6,0131 | 6,69E-06 | 0,0066 | **Colec12** |
| 545551 | 2228 | 0,2389 | 0,6231 | -6,0121 | 6,71E-06 | 0,0066 | **BC021767** |
| 218639 | 3361 | 0,3821 | 1,5100 | -5,9991 | 6,91E-06 | 0,0066 | **Arl15** |
| 244237 | 2977 | 0,3098 | 1,6267 | -5,9557 | 7,60E-06 | 0,0068 | **Tnfrsf26** |
| 17474 | 1336 | 0,2993 | 8,3203 | -5,8988 | 8,63E-06 | 0,0073 | **Clec4d** |
| 235380 | 10614 | 0,4772 | 5,9078 | -5,5918 | 1,72E-05 | 0,0119 | **Dmxl2** |
| 11847 | 1417 | 0,2199 | 2,0678 | -5,4925 | 2,15E-05 | 0,0136 | **Arg2** |
| 20288 | 3998 | 0,4469 | 8,2773 | -5,2335 | 3,88E-05 | 0,0203 | **Msr1** |
| 241576 | 3827 | 0,0993 | -0,2503 | -5,2201 | 4,00E-05 | 0,0203 | **Ldlrad3** |
| 100504452 | 3947 | 0,3564 | 4,7986 | -5,2002 | 4,19E-05 | 0,0206 | **Gm20235** |
| 231532 | 3346 | 0,3441 | 3,2099 | -5,1784 | 4,40E-05 | 0,0210 | **Arhgap24** |
| 226409 | 4154 | 0,4693 | 1,5567 | -5,1474 | 4,73E-05 | 0,0216 | **Zranb3** |
| 269823 | 1784 | 0,4957 | 4,7309 | -5,1376 | 4,84E-05 | 0,0216 | **Pon3** |
| 15442 | 3082 | 0,3370 | 4,0677 | -5,1141 | 5,11E-05 | 0,0216 | **Hpse** |
| 13723 | 2622 | 0,2184 | 2,5350 | -5,0910 | 5,39E-05 | 0,0222 | **Emb** |
| 100861753 | 1669 | 0,3614 | 3,2949 | -4,9872 | 6,85E-05 | 0,0254 |  |
| 442827 | 4105 | 0,1347 | -0,5691 | -4,8086 | 0,0001 | 0,0346 | **Rab44** |
| 19152 | 972 | 0,2482 | -2,3015 | -4,7879 | 0,0001 | 0,0352 | **Prtn3** |
| 14544 | 5417 | 0,0968 | 3,3991 | -4,7325 | 0,0001 | 0,0372 | **Gda** |
| 21944 | 1694 | 0,4780 | 1,5578 | -4,7323 | 0,0001 | 0,0372 | **Tnfsf12** |
| 432466 | 1550 | 0,3491 | 4,4396 | -4,7087 | 0,0001 | 0,0383 | **Gm5424** |
| 17319 | 554 | 0,4309 | 4,3736 | -4,6997 | 0,0001 | 0,0384 | **Mif** |
| 12494 | 2995 | 0,2355 | 5,5751 | -4,6741 | 0,0001 | 0,0392 | **Cd38** |
| 233781 | 3070 | 0,4029 | 2,2005 | -4,6518 | 0,0001 | 0,0392 | **Xylt1** |
| 20342 | 1695 | 0,1484 | -0,6571 | -4,6400 | 0,0002 | 0,0396 | **Selenbp2** |
| 216881 | 2739 | 0,2057 | -0,1736 | -4,6325 | 0,0002 | 0,0397 | **Wscd1** |
| 20677 | 2967 | 0,2773 | 2,8663 | -4,5546 | 0,0002 | 0,0442 | **Sox4** |
| 66569 | 2484 | 0,4468 | 3,2234 | -4,5484 | 0,0002 | 0,0442 | **Gdpd1** |
| 16365 | 2588 | 0,3427 | 9,7944 | -4,5459 | 0,0002 | 0,0442 | **Irg1** |
| 384783 | 4015 | 0,3637 | 2,3524 | -4,5171 | 0,0002 | 0,0450 | **Irs2** |
| 107272 | 2491 | 0,4726 | 6,0567 | -4,5087 | 0,0002 | 0,0450 | **Psat1** |
| 27226 | 1915 | 0,2373 | 5,7935 | -4,5051 | 0,0002 | 0,0450 | **Pla2g7** |
| 320099 | 2643 | 0,3353 | -0,7858 | -4,5009 | 0,0002 | 0,0450 | **BC106179** |

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S3** |
| --- |
| **Genes with significantly increased expression in LysMCre-CEBPbetafl/fl microglia in LPS condition** |

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S4** |
| --- |
| **Genes with significantly decreased expression in LysMCre-CEBPbetafl/fl microglia in LPS condition** |

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S5** |
| --- |
| **Genes with significantly increased expression in LysMCre-CEBPbetafl/fl microglia in LPS+IFNg condition** |

# Supplementary material for: Myeloid C/EBPβ deficiency reshapes microglial gene expression and is protective in experimental autoimmune encephalomyelitis
**Source:** J Neuroinflammation. 2017 Mar 16;14:54. doi: 10.1186/s12974-017-0834-5
**Supplement:** Additional file 1: Tables S1-S6. — List the genes significantly up-regulated (tables 1, 3 and 5) or down-regulated (tables 2, 4 and 6) by the absence of C/EBPβ in control (tables 1, 2), LPS-treated (tables 3, 4) and LPS+IFNγ-treated (tables 5, 6) primary microglial cultures. These data were obtained by RNAseq as described in Methods.

| **Table S6** |
| --- |
| **Genes with significantly decreased expression in LysMCre-CEBPbetafl/fl microglia in LPS+IFNg condition** |

How the deposited data were processed for this re-analysis (not part of the article)

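The data are counts of RNAseq reads per gene in 21 samples of primary mouse microglia. They come from 4 LysMCre-C/EBPβ fl/fl cultures (32, 34, 39 and 43) and 3 C/EBPβ fl/fl cultures (33, 35 and 44), each of which was divided into a vehicle, an LPS and an LPS + IFNγ sample. The genotype and treatment of each sample were taken from its label and set against the paper, and the pairing of samples comes from the culture number in the label. Genotype differs between cultures and treatment within them, so comparisons of genotypes rest on 4 cultures against 3. The exact permutation test used here doubles the one-sided p-value, so the smallest two-sided p-value it can give for such a comparison is 0.0571.

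The authors removed ribosomal and transfer RNA, prepared stranded libraries, aligned the reads to the mouse genome (mm10) and counted the reads on each gene with featureCounts. The deposited values are these whole-number counts, with no normalization, and the authors' later steps (RPKM, the filter on the sum of RPKM, voom and limma) are not included in them. In each table 19 lines carry no gene identifier, and they were left out. Gene names and positions were taken from the RefSeq annotation of GRCm38, the assembly that mm10 denotes. The counts do not say how reads shared between near-identical genes were assigned, so values of genes with close paralogs are less certain.

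The counts were tested with R 4.3.3 and edgeR 4.0.16. Genes whose CPM summed over the 21 samples exceeded 2 were kept, the samples were scaled by TMM, and the quasi-likelihood test was run in 1 fit of the 6 group means, with p-values adjusted by the Benjamini-Hochberg method. The thresholds were those of the paper, a fold change >2 with an adjusted p-value under 0.01 for contrasts over all samples and under 0.05 for the genotypes within a treatment. Interactions of genotype and treatment were tested at an adjusted p-value under 0.05 with no limit on fold change. The tests were tried on simulated counts for 16162 genes, of which 200 were changed by 2 on the log2 scale. The genotype contrast recovered 200 of the changed genes with 8 false calls, the treatment contrast recovered 198 with 5 false calls, and the interaction recovered 183 with 8 false calls. Samples were simulated as independent, with no effect of culture and the same dispersion for all genes. Genes of low mean count were not changed, and calls used an adjusted p-value under 0.05 (edgeR) with no limit on fold change. The simulation thus does not show how the genotype test performs when samples of a culture deviate together.

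Clustering used log2(CPM + 1), average linkage and Euclidean distance, with 3 clusters for all samples and 2 clusters within a treatment. A sample was counted as grouped when its own treatment or genotype made up the majority of its cluster. Values given as normalized CPM are CPM on TMM-normalized library sizes. Clustering, distances, exact tests and figures were made with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

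The genes named in the text follow a rule. Cebpb and Lyz2 come first, as a check of the genotypes. Then come the genes that the paper's text names as dependent on C/EBPβ and, as sets, the genes drawn in Fig. 5c, 5d and 5f. For each treatment, the rule adds the 5 genes with the smallest p-values among those upregulated past the threshold and the 5 among those downregulated, where every LysMCre-C/EBPβ fl/fl sample lies on the same side of every C/EBPβ fl/fl sample.

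The alternatives to these choices were a filter by expression (filterByExpr), the RLE size factors, DESeq2 1.42.0, limma-voom (limma 3.58.1) on total counts, the culture as a replicate block in edgeR and in limma-voom, each culture left out in turn, only the samples of the same treatment in the fit, an additive model, the union of the contrasts within treatments (adjusted p-value under 0.01, edgeR), counts summed over the samples of a culture, other thresholds and a test against the fold change itself (glmTreat). For clustering and distances they were another pseudocount (0.1), complete linkage, other sets of genes and values not scaled per gene. TMM-normalized library sizes were an alternative for the clustering on all genes only. The limma-voom fits with quantile, scale or TMM normalization, those without a culture, and an edgeR fit with cultures of consecutive numbers as pairs, were added later.

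The total count per sample was between 2121802 and 5125789, with a median of 2838066. A floor of 3 counts and the chi-square comparison of replicates cover counting error only, and the variation between cultures is larger. The weighted gene coexpression network, the enrichment of ontology terms and pathways and the transcription factor network were not analysed here. Assays other than RNAseq were not analysed here. A set of marker genes for neutrophils was not used, because 5 of its 12 genes had values here. Some genes that the rule selects are not reported here.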

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

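The test made on the Lyz2 count of culture 34 and the divisions of the cultures with the replicate block were chosen only after those results were seen, and the other tests in this part were chosen before their results were seen. In the group of 4 LysMCre-C/EBPβ fl/fl samples treated with LPS + IFNγ, Lyz2 was 201.7 normalized CPM in culture 34 and between 4.34 and 12.5 in the other 3 cultures. The gap to the nearest sample took up 0.959 of the range of the group, above Dixon's critical value for 4 samples. The total count of this sample, 2817418, lay within the range of its group. Its Cebpb count of 15 was within the 1 to 26 of all LysMCre-C/EBPβ fl/fl samples. A technical explanation is RNA or cells from a C/EBPβ fl/fl culture in this library. It was tested on genes with a mean of at least 10 CPM in C/EBPβ fl/fl samples and under 5% of that mean in the other LysMCre-C/EBPβ fl/fl samples. The mean of the other 3 LysMCre-C/EBPβ fl/fl samples was subtracted from both this library and the C/EBPβ fl/fl mean. Lyz2 in this library was then 4.91% of the C/EBPβ fl/fl mean, and the median of the other genes that qualified was 25.5%. These were 2 genes, Csf3 (39.5%) and Clec4e (11.5%), which were raised by a larger share than Lyz2, so a mixed sample cannot be told apart from a difference between cultures. No biological explanation was tested.

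Nos2 in the same group was 767.7 normalized CPM in culture 43 and between 1133 and 1194 in the other 3 cultures, with a gap of 0.857 of the range. The total count of this sample, 3411830, lay within the range of its group, and no biological explanation was tested. In all, 44 groups of 4 samples were examined in this way and 2 had an outlying sample, where 2.2 are expected by chance.

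For 12 genes, the effect of the genotype differed between LPS and vehicle by the test of the interaction (adjusted p-values between 0.0403 and 0.0482, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction on the log2 scale was −1.65 for Slc16a10, −1.831 for Arap3, −1.645 for Plekhm3, −1.217 for Rps6ka4, −1.56 for Ccdc88b, −1.568 for Pid1, −3.318 for Capns2, −2.515 for Slx4ip, −1.571 for Gse1, −1.493 for Agtrap, 2.725 for Eps8 and −2.064 for Acsl1. In all 12, the change with LPS in each of the 4 LysMCre-C/EBPβ fl/fl cultures lay beyond that in every C/EBPβ fl/fl culture, in the direction of the interaction. In C/EBPβ fl/fl cultures LPS raised Slc16a10, Plekhm3, Rps6ka4, Ccdc88b, Pid1, Capns2, Slx4ip, Gse1 and Agtrap, and in LysMCre-C/EBPβ fl/fl cultures the estimates for these 9 genes were below 0. LPS changed Acsl1 by 2.69 in C/EBPβ fl/fl and 0.63 in LysMCre-C/EBPβ fl/fl cultures, Arap3 by −0.53 and −2.36, and Eps8 by −4.22 and −1.50. Among the 35 divisions of the 7 cultures into 4 and 3, 2 gave as many genes, the real one included, so these genes cannot be told apart from a chance division of the cultures. The other division, with cultures 39, 43 and 44 against the rest, gave 17 genes and follows the culture numbers, but no batch is named for the samples. For LPS + IFNγ no gene passed (617 at an unadjusted p-value under 0.05), and all 35 of the 35 divisions gave as many, which follows from the real count of 0 and tells nothing about the interaction. The replicate block gave 150 genes for LPS, and 3 of the 35 divisions gave as many. The others were cultures 39, 43 and 44 (283 genes) and cultures 33, 34 and 35 (159 genes). For LPS + IFNγ it gave 46 genes, and the real division alone (1 of 35) gave as many, with 36 genes for cultures 39, 43 and 44. The number for LPS was 6 with the RLE size factors, 48 with DESeq2, 150 with the replicate block and 0 with limma-voom (998 at an unadjusted p-value under 0.05). As a hypothesis, C/EBPβ may take part in the response of these genes to LPS, but 2 of the 35 divisions, or 3 with the block, leave chance open. Cre was inserted into Lyz2 in every LysMCre-C/EBPβ fl/fl culture and no group carried Cre without the floxed alleles, so an effect of the insertion cannot be separated from the loss of C/EBPβ.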

How the results depend on the processing

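The alternatives named in the processing summary were chosen before the data were examined, apart from the limma-voom fits with quantile, scale or TMM normalization, the limma-voom fits without a culture and the edgeR fit with cultures of consecutive numbers as pairs (without culture 39), which were chosen after seeing the data. Apart from the comparison of limma-voom with and without TMM, the cause of the changes given here was not tested. For single genes, 41 genotype fold changes were computed under 12 alternatives each, 492 values in all. No value changed sign, 467 stayed on the same side of the threshold, 16 lost and 9 gained significance, and all 16 losses came from fits that left out 1 culture.

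The 105 genes that differed by genotype over all treatments became 163 with DESeq2, 277 at an unadjusted p-value under 0.01, 226 with cultures as pairs, 14 when the fold change of 2 was part of the test (glmTreat) and 1 when counts were summed per culture. Across the 7 fits that each left out 1 culture the number ranged from 44 to 252, and across 21 limma-voom fits of this kind, chosen after seeing the data, from 27 to 283. It stayed within 1.5 times with filterByExpr, the RLE size factors, limma-voom with and without the block, the additive model and the union of the contrasts within treatments at an adjusted p-value under 0.01 (edgeR). At the adjusted p-value under 0.05 (edgeR) used within treatments, 253 genes passed in at least 1 of them. With DESeq2, the genes also changed by LPS numbered 83 in place of 50, those also changed by LPS + IFNγ 86 in place of 52 and those changed by some treatment contrast 107 in place of 64. The genes changed by none were 18 with limma-voom and 13 with limma-voom and the replicate block, in place of 41. Leaving out 1 culture gave from 17 to 126 genes shared with LPS, from 18 to 119 shared with LPS + IFNγ, from 22 to 162 changed by some contrast and from 22 to 90 changed by none.

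In vehicle, the number of upregulated genes was 1 with DESeq2 and 0 under the other alternatives set at the start, including the 7 fits without a culture (from 115 to 510 upregulated genes at an unadjusted p-value under 0.05). It ranged from 0 to 9 in the 21 limma-voom fits. The 3 downregulated genes became 13 with DESeq2, 6 with limma-voom, 7 with limma-voom and the replicate block, 7 with quantile normalization, 6 with limma-voom and TMM and 0 with scale normalization (64 at an unadjusted p-value under 0.05). They ranged from 2 to 5 in the 7 fits and from 0 to 25 in the 21 fits. Cultures as pairs gave 3 upregulated and 24 downregulated genes in vehicle, 124 and 261 with LPS and 70 and 181 with LPS + IFNγ. With LPS, the 52 upregulated genes became 89 with limma-voom and the replicate block, 9 when only the LPS samples were fitted and 15 at an adjusted p-value under 0.01 (edgeR). The 166 downregulated genes became 97 and 103 under the same changes of samples and threshold and 276 with scale normalization. Leaving out 1 culture gave from 6 to 222 upregulated and from 81 to 391 downregulated genes in the 7 fits, and from 5 to 412 and from 77 to 864 in the 21 fits. With LPS + IFNγ, the 27 upregulated genes became 13 when only the samples of that treatment were fitted and 5 at an adjusted p-value under 0.01 (edgeR), which left 40 of the 78 downregulated genes. The ranges were from 3 to 81 upregulated and from 24 to 164 downregulated genes in the 7 fits, and from 3 to 120 and from 18 to 170 in the 21 fits.

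The counts for the treatments changed less. LPS changed from 4075 to 4652 genes and LPS + IFNγ from 4026 to 4700 genes with 1 culture left out, and 7037 and 7209 genes with limma-voom on total counts. With limma-voom and TMM factors they changed 4830 and 4786 genes, so the rise came with the scaling. Of the 17 counts computed with limma-voom and TMM, 16 stayed within 1.5 times, among them 95 genes for the genotype over all treatments and 8 for the interaction with LPS. The contrast between the treatments, the number of genes in any of the 4 contrasts and the 14 lysosome genes lowered by LPS in C/EBPβ fl/fl and higher in LysMCre-C/EBPβ fl/fl microglia stayed within 1.5 times under every alternative run for them. The 12 interaction genes for LPS became 6 with the RLE size factors, 48 with DESeq2, 0 with limma-voom (998 at an unadjusted p-value under 0.05) and 150 with the replicate block, and ranged from 0 to 81 with 1 culture left out (523 to 1688 at an unadjusted p-value under 0.05). For LPS + IFNγ, the 0 genes (617 at an unadjusted p-value under 0.05) became 14 with DESeq2 and 46 with the replicate block, with a range from 0 to 17 (403 to 873 at an unadjusted p-value under 0.05).

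The number of the 21 samples grouped by treatment, 7, became 15 with a pseudocount of 0.1, 19 with complete linkage, 16 with the 2000 genes of largest variance and 21 with TMM-normalized library sizes. The 6 treated samples grouped by genotype became 9 with complete linkage, 5 with the 2000 genes and 9 with TMM-normalized library sizes. The 3 vehicle samples became 2 with complete linkage. The ratio of the distance to vehicle over that to treated C/EBPβ fl/fl samples, 0.958, was 1.571 on all genes, 2.014 on the genes changed by LPS or LPS + IFNγ, 1.131 on values not scaled per gene and 1.087 against vehicle samples of the other genotype. It thus passed from below 1 to above 1 in these 4 settings, and at 1.01 with genes selected without the measured culture. The genes changed by treatment were selected for a difference from vehicle, which enlarges the distance to vehicle. With LPS alone the ratio was 0.875, and it was 0.907 with genes selected without the measured culture, 1.05 on values not scaled per gene and 1.00 against vehicle samples of the other genotype. With LPS + IFNγ alone it was 1.04, 1.11, 1.21 and 1.17 in the same settings. TMM-normalized library sizes were not tried for this ratio.

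The depth limits genes of low expression. A count of 3 corresponded to 0.585 to 1.41 CPM, and Cebpb had from 1 to 26 counts in LysMCre-C/EBPβ fl/fl samples, so the size of its fall is less certain than its direction. Other results that rest on few reads are Il23a with LPS + IFNγ (at most 9 counts in C/EBPβ fl/fl samples) and Eps8 with LPS (1 to 4 counts in C/EBPβ fl/fl samples). Csf3 had from 3 to 10 counts with LPS and from 0 to 12 with LPS + IFNγ in LysMCre-C/EBPβ fl/fl samples. The size of its fall is therefore also less certain than its direction. Whether depth or the variation between cultures limits the other tests was not tested.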

Differences from the paper's values

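The genotype contrast over all treatments gave 105 genes here, and the paper's number is 1068. Of these genes, 50 were also changed by LPS here and 717 in the paper, 52 were also changed by LPS + IFNγ here and 708 in the paper, 64 were changed by some treatment contrast here and 867 in the paper, and 41 were changed by none here and 201 in the paper. None of the alternatives set before the data were examined closed the gap for these 5 counts, nor did cultures taken as pairs, chosen after seeing the values, for the first. Limma-voom with TMM, chosen after seeing the values, did not close it either, nor did the other limma-voom fits chosen after seeing the values, which were run for the first of these counts. Genes past the threshold in at least 1 of the 4 contrasts numbered 6003 here and 10888 in the paper. With limma-voom on total counts the number was 8521, within 1.5 times the paper's, and neither the other alternatives set before the data were examined nor limma-voom with TMM, chosen after seeing the values, closed the gap.

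In vehicle, 3 genes were downregulated in LysMCre-C/EBPβ fl/fl microglia here and 44 in the paper. No setting closed this gap. For upregulated genes in vehicle the number was 0 here (344 genes in either direction at an unadjusted p-value under 0.05) and the paper's is 13. No alternative set before the data were examined closed the gap, and limma-voom with quantile normalization without culture 44, a setting chosen after seeing the values, gave 9.

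In the LPS condition, 52 genes were upregulated here and 459 in the paper. The alternatives set before the data were examined did not close the gap, and limma-voom without culture 44, chosen after seeing the values, gave 412. For downregulated genes the number was 166 here and 339 in the paper. Of the alternatives set before the data were examined, leaving out culture 44 closed the gap, with 391 genes, and the others did not. Of the settings chosen after seeing the values, limma-voom without culture 44 gave 279, limma-voom with quantile normalization without culture 44 gave 416, limma-voom with scale normalization gave 276, the same without culture 43 gave 251 and edgeR with cultures of consecutive numbers as pairs gave 261.

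In the LPS + IFNγ condition, 27 genes were upregulated here and 197 in the paper, and no setting closed the gap. For downregulated genes the number was 78 here and 217 in the paper. Leaving out culture 44 gave 164 and was the alternative set before the data were examined that closed the gap. Limma-voom with quantile normalization without culture 44 gave 170 and edgeR with cultures of consecutive numbers as pairs gave 181, both chosen after seeing the values.

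In the clustering of all samples, 7 of 21 samples were in a cluster in which their treatment was the majority, and in the paper 21 of 21 were. Of the alternatives set before the data were examined, CPM on TMM-normalized library sizes gave 21, complete linkage gave 19, the 2000 genes with the largest variance gave 16 and a pseudocount of 0.1 gave 15, each within 1.5 times the paper's number, whereas the filter by expression did not close the gap.

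Among the genes named by the rule, the log2 fold change of Fchsd2 with LPS was 1.24 here. In the paper's Table S3 it was 1.632, the log2 of the fold change. For a single gene, a gap was counted as closed when the values differed by no more than the SD of that gene's replicates. The gap allowed thus differs between genes. On this criterion none of the alternatives set before the data were examined closed the gap for Fchsd2, although the value reached 1.36 with 1 culture left out. For Shtn1 with LPS + IFNγ the log2 fold change was 1.43 here and 1.84, computed likewise, in the paper's Table S5. The gap was closed by limma-voom (1.498), by limma-voom with the culture as a replicate block (1.499) and by leaving out culture 34 (1.48) or culture 44 (1.71), and the other alternatives set before the data were examined did not close it.

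The paper reports more upregulated than downregulated genes in LysMCre-C/EBPβ fl/fl microglia with LPS, and here 52 were upregulated and 166 downregulated. None of the alternatives set before the data were examined gave more upregulated genes past the thresholds, whereas limma-voom without culture 44 (412 and 279) and without culture 43 (148 and 146), chosen after seeing the values, did. At an unadjusted p-value under 0.05 with no limit on fold change, 1047 were higher and 993 lower with edgeR, and 1327 and 715 with limma-voom. More were lower with the filter by expression (864 higher and 964 lower), the RLE size factors (903 and 1158) and DESeq2 (806 and 1128). Limma-voom with TMM, chosen after seeing the data, gave 919 and 1027. The direction at this level thus depends on the scaling and the filter. For LPS + IFNγ the paper gives numbers of similar size in both directions, and here they were 27 and 78, or 786 and 689 at an unadjusted p-value under 0.05 (edgeR). Limma-voom without culture 44, chosen after seeing the values, gave 120 and 138. The paper divides the treated samples by genotype on all genes, and here 6 of 14 treated samples were in a cluster in which their genotype was the majority, although the fourth principal component (4.50% of the variance), picked out after seeing the values, separated the genotypes in all 14. The paper names Tnf, Il23a, Cybb, Nlrp3 and Nos2 among the genes that depend on C/EBPβ. In its text the evidence for Nos2 is nitrite and NOS2 immunostaining, at later times. For Tnf, Il23a and Cybb it also gives qRT-PCR, in other cultures and in microglia isolated from mice. The comparison here is of RNAseq counts at 6 h alone. Here none of these 5 genes passed the threshold in either treatment, although Il23a passed with LPS when cultures were taken as pairs (log2 fold change −2.87, adjusted p = 0.000429, edgeR), a setting chosen after seeing the values, and the log2 fold change of Nos2 was −1.45 with LPS (adjusted p = 0.252, edgeR) and −0.96 with LPS + IFNγ (adjusted p = 0.671, edgeR). The paper describes the lysosome genes of Fig. 5f as downregulated by treatment. Here LPS lowered 14 of the 24 genes in C/EBPβ fl/fl microglia and raised the other 10, and with limma-voom on total counts it lowered 22.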

Other observations

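In this part, the tests on pairs of cultures, those on culture 44 and those on the difference from the fold changes in the paper's tables were chosen only after those results were seen. The 7 cultures can be divided into 4 and 3 in 35 ways. With each division, all samples of a culture were moved together and the genotype contrasts were computed again. Over all treatments, 4 of the 35 divisions gave as many genes past the threshold as the 105 of the real one, which is included. These were cultures 32, 43 and 44 against the rest (471 genes), cultures 39, 43 and 44 (230 genes) and cultures 34, 35 and 39 (215 genes). In vehicle, 3 of the 35 gave at least 3 genes, with 66 and 57 genes for the 2 divisions in which cultures 43 and 44 are together with culture 32 or 39. With LPS, 2 of the 35 gave at least 218 genes, and the other one was cultures 39, 43 and 44 (427 genes). With LPS + IFNγ the real division alone (1 of 35) gave as many as 105 genes. Taken as unpaired cultures, the counts over all treatments, in vehicle and with LPS cannot be told apart from a chance division. LPS + IFNγ differs from LPS by 1 division only, so this is no firm ground to set the treatments apart. A number of genes also leaves out their size, and the 3 genes in vehicle include Cebpb and Lyz2, the loci that were engineered. The other divisions named here all keep cultures 43 and 44 together, and they take no account of a likeness of cultures with consecutive numbers. With cultures 32 and 33, 34 and 35, and 43 and 44 as pairs in edgeR and culture 39 left out, the genotypes can be swapped within pairs in 4 ways. The real one alone (1 of 4) gave as many genes over all treatments (226), in vehicle (27), with LPS (385) and with LPS + IFNγ (251). Since 4 ways cannot give a share under 0.25 and the pairing is not recorded, this leaves the matter open, but a test without pairs can miss differences between the genotypes if the cultures were made in pairs. For the treatment contrasts, the labels of both treatments were swapped within some of the 7 cultures, which gives 64 divisions. The real one alone gave as many genes for LPS (1 of 64, 4684 genes), for LPS + IFNγ (1 of 64, 4643 genes) and for the difference between them (1 of 64, 860 genes).

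Technical explanations were tested for the genes that differed by genotype over all treatments. Passenger DNA of another mouse strain around the Cre insertion may change genes near Lyz2. Of 91 genes within 10 Mb of it, 2 differed (2.20%), against 101 of 15454 genes elsewhere (0.654%). The odds ratio was 3.42 (p = 0.122, two-sided Fisher's exact test). The share was higher near Lyz2, but it rests on 2 genes, so the test cannot decide whether passenger DNA changed them. The other 101 genes lie outside this window. A different mix of sexes was examined by Y-linked genes, which summed to 100.2 ± 29.9 CPM (SD, n = 4 cultures) in LysMCre-C/EBPβ fl/fl and 145.2 ± 21.8 (SD, n = 3) in C/EBPβ fl/fl cultures, with overlap (p = 0.114, two-sided exact permutation test). The overlap rests on cultures 43 (141.6) and 44 (123). Xist overlapped too (p = 0.343, two-sided exact permutation test), with 648 and 421.2 CPM in cultures 33 and 35, from 978.7 to 1581 in LysMCre-C/EBPβ fl/fl cultures and 1614 in culture 44. With so few cultures a difference in the mix of sexes is not excluded. Markers of astrocytes and of the oligodendrocyte lineage in vehicle overlapped between the genotypes (p = 0.629 for both, two-sided exact permutation test), as did those of fibroblasts (p = 0.971, exact permutation test). Total counts overlapped too (p = 0.629, exact permutation test). For LPS + IFNγ, leaving out 5 genes that held more than 2% of the counts of a sample left the number at 105 genes. These genes held from 3.34% to 21.3% of the counts of a sample, but without them the scaled size of each sample, relative to the others, stayed between 0.999 and 1.001 of its value, so this test could hardly have come out otherwise and does not decide. Because the exact permutation test used here cannot give a p-value under 0.0571 for 4 cultures against 3, the overlap of the cultures decided these comparisons. All but the last test were made on the contrast over all treatments. A biological explanation for LPS + IFNγ, an effect of the loss of C/EBPβ or of the insertion into Lyz2, remains as a hypothesis.

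Culture 44 lay apart from the other C/EBPβ fl/fl cultures. Its Cebpb was 0.442 of the mean of cultures 33 and 35, averaged over the treatments. If cells of a LysMCre-C/EBPβ fl/fl culture were mixed into it, Lyz2 would be lowered by a similar share, but Lyz2 was 0.784 of that mean, so such a mixture alone does not account for the lower Cebpb. Its Xist was also apart, 1614 CPM against 648 and 421.2 in cultures 33 and 35, and a difference in sex was not tested as a cause. A difference between cultures with numbers from 39 on and those from 32 to 35 may be another source. Across 7703 genes in vehicle, the log2 difference of culture 44 from cultures 33 and 35 was compared with that of cultures 39 and 43 from cultures 32 and 34 (Pearson's r = 0.538, Spearman's rho = 0.484). Genes are not independent replicates, and no p-value is given. The value of r was 0.556 with LPS and 0.385 with LPS + IFNγ. Culture by culture, in vehicle, the deviation of culture 44 had an r of 0.738 with that of culture 43 but −0.275 with that of culture 39, −0.573 with that of culture 34 and −0.192 with that of culture 32. Each deviation was taken from the mean of the other 3 cultures, so a high r with culture 43 brings lower values in the others, and these do not speak against a batch. A batch effect cannot be told apart from a likeness of cultures 43 and 44.

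The fold changes in the paper's Tables S1–S6 were set beside those computed from the counts. Among the genes of the tables, 56 for vehicle, 797 for LPS and 411 for LPS + IFNγ could be compared, and 56, 791 and 410 of them changed in the same direction here. Of these genes, 3, 193 and 95 passed the thresholds here. The correlation of the log2 fold changes across genes was 0.946, 0.947 and 0.956, in genes that the paper selected. With LPS the median absolute difference of the log2 fold changes was 0.420 over the 797 genes. It was 0.34 with limma-voom, the paper's tools, on all 21 samples, and 0.198 with edgeR without culture 44, so the choice of tool alone does not account for the difference. Subtracting cultures 33 and 35 from the paper's fold changes gave the value that a remaining C/EBPβ fl/fl culture would need to have. Over the genes for LPS, this value differed from the counts of culture 44 with an SD of 1.47 and from the mean of cultures 33 and 35 with an SD of 0.626. The tables also give an average expression for each gene, which was fitted as a weighted sum of the 7 cultures over 987 genes. The weight of culture 44 was 0.00980, where an equal share is 0.143, against 0.193 for culture 33, 0.219 for culture 35 and from 0.122 to 0.188 for the LysMCre-C/EBPβ fl/fl cultures, with a residual SD of 0.0532. Means over 64 subsets with at most 3 cultures left out were also compared with it, and the smallest SD, 0.0859, was reached by leaving out cultures 32 and 44, against 0.119 without culture 44, 0.101 without culture 43 and 0.151 with every culture. As a hypothesis from tests on the same data, values other than these counts of culture 44 may have entered the paper's tables (SD 1.47 against 0.626). The counts do not show why, and which samples entered the tables is not known.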
